# Midbrain microglia mediate a specific immunosuppressive response under inflammatory conditions

**DOI:** 10.1186/s12974-019-1628-8

**Published:** 2019-11-22

**Authors:** Miguel Angel Abellanas, Marta Zamarbide, Leyre Basurco, Esther Luquin, Marta Garcia-Granero, Pedro Clavero, Patxi San Martin-Uriz, Amaia Vilas, Elisa Mengual, Sandra Hervas-Stubbs, Maria S. Aymerich

**Keywords:** Microglia, Midbrain, Antigen-presenting cells, Innate immunity, TGFβ, MHC-II, Treg, LPS

## Abstract

**Background:**

Inflammation is a critical process for the progression of neuronal death in neurodegenerative disorders. Microglia play a central role in neuroinflammation and may affect neuron vulnerability. Next generation sequencing has shown the molecular heterogeneity of microglial cells; however, the variability in their response to pathological inputs remains unknown.

**Methods:**

To determine the effect of an inflammatory stimulus on microglial cells, lipopolysaccharide (LPS) was administered peripherally to mice and the inflammatory status of the cortex, hippocampus, midbrain, and striatum was assessed. Microglial activation and interaction with the immune system were analyzed in single cell suspensions obtained from the different brain regions by fluorescence-activated cell sorting, next generation RNA sequencing, real-time PCR, and immunohistochemical techniques. Antigen-presenting properties of microglia were evaluated by the ability of isolated cells to induce a clonal expansion of CD4^+^ T cells purified from OT-II transgenic mice.

**Results:**

Under steady-state conditions, the midbrain presented a high immune-alert state characterized by the presence of two unique microglial subpopulations, one expressing the major histocompatibility complex class II (MHC-II) and acting as antigen-presenting cells and another expressing the toll-like receptor 4 (TLR4), and by the presence of a higher proportion of infiltrating CD4^+^ T cells. This state was not detected in the cortex, hippocampus, or striatum. Systemic LPS administration induced a general increase in classic pro-inflammatory cytokines, in co-inhibitory programmed death ligand 1 (PD-L1), and in cytotoxic T lymphocyte antigen 4 (CTLA-4) receptors, as well as a decrease in infiltrating effector T cells in all brain regions. Interestingly, a specific immune-suppressive response was observed in the midbrain which was characterized by the downregulation of MHC-II microglial expression, the upregulation of the anti-inflammatory cytokines IL10 and TGFβ, and the increase in infiltrating regulatory T cells.

**Conclusions:**

These data show that the midbrain presents a high immune-alert state under steady-state conditions that elicits a specific immune-suppressive response when exposed to an inflammatory stimulus. This specific inflammatory tone and response may have an impact in neuronal viability.

## Background

Microglia are specialized populations of resident macrophages found in the central nervous system (CNS) [1], and they play a critical role in brain development and homeostasis. Despite similarities with other tissue-resident macrophages, microglia have two unique properties: their restricted prenatal origin and their longevity [2]. They are also cells that become active in injury and disease [2], and when they detect that cerebral homeostasis is altered, they shift their basal activity as surveying cells [1]. Homeostasis can be disturbed directly through the activation of different receptor types, like toll-like receptors (TLRs), or by factors associated to infection or neuronal death [3–5]. Alternatively, it can be altered indirectly through the disruption of receptor-ligand pairs like CX_3_CR1-CX_3_CL1, possibly reflecting a loss of neuronal integrity [6, 7]. Microglial activators induce changes that affect cell shape, their migration to the site of pathology, the phagocytosis of cells and debris, and the production of cytokines and chemokines that are necessary to stimulate microglia or other brain/immune cells [7]. Consequently, microglial activation produces a phenotypic diversity that drives versatile, stimulus-dependent responses [8, 9].

There is growing evidence of the diversity among microglia [1, 10, 11], and indeed, high-throughput single-cell transcriptomics has identified unique microglial subpopulations that were particularly diverse during early development. These populations were less heterogeneous in adulthood, at least until they were perturbed by damage or aging [12]. Different classes of activated microglia, disease-associated microglia, and injury-responsive microglia share a common transcriptional signature, but also, they express a number of unique transcripts that suggests they may respond to pathological conditions in different ways [12, 13]. Moreover, subtypes of microglia from the brain of patients with multiple sclerosis were phenotypically similar to subtypes of microglia in a mouse model of demyelination [12, 13], indicating that there are common features of microglial activation in these two species. Transcriptional networks that control bioenergetics and immunoregulation are the main contributors to microglial heterogeneity in adult mice [14]. Immunophenotypic variations indicate that microglia display distinct immune alertness depending on their location, suggesting that cerebellar and hippocampal microglia are in a more immune-vigilant state than their cortical and striatal counterparts [14]. However, further research is necessary to understand the functional relevance of microglial heterogeneity under physiological and pathological conditions.

There is limited information regarding the immunophenotype of midbrain microglia [15]. Genes associated with the immune response are conserved in the midbrain microglia of the substantia nigra (SN) and ventral tegmental area (VTA) [15], yet they have to be compared with striatal microglia. The midbrain contains the cell bodies and the striatum the terminals of dopaminergic neurons, and hence, they are possibly targets for strategies aimed at preventing the neurodegeneration that takes place in Parkinson’s disease (PD). Characterization of these cell subpopulations and their functional role in brain homeostasis is crucial to understand how they contribute to neuronal vulnerability in a specific disease context. We hypothesized that steady-state differences in immune surveillance could predispose a region to immune stimulation. Thus, in this study, an inflammatory response was induced in mice through the systemic administration of lipopolysaccharide (LPS), and microglial activation was studied in brain areas of susceptibility for different neurodegenerative diseases, such as the hippocampus, cortex, striatum, and midbrain. Our results show that under steady-state conditions, midbrain microglia present a more activated phenotype than their counterparts in other regions. Furthermore, we identified two unique microglia subpopulations in the midbrain, one expressing MHC-II with antigen-presenting properties and another expressing TLR4. Inflammatory conditions prompted an immune-suppressive response in the midbrain, probably to counterbalance the inflammatory reaction. In conclusion, for the first time, we define the immune state of the midbrain and its specific response to a general inflammatory reaction caused by peripheral administration of LPS.

## Materials and methods

### Animals and treatments

Adult male 3-month-old C57BL/6 J mice (27–30 g) were obtained from Envigo (Barcelona, Spain), while Tg (TcraTcrb)425Cbn (OT-II) mice were obtained from the Jackson Laboratory (Bar Harbor, ME, USA). The mice were housed at 21 °C in a humidity controlled environment on a 12-h light/dark cycle, fed ad libitum with standard rodent pellet diet (Envigo, Barcelona, Spain) and free access to water. Wild type animals received one intraperitoneal administration of LPS (O111:B4; 5 mg/kg in saline; Sigma-Aldrich, St. Louis, MO, USA) or saline alone, and they were sacrificed 48 h later. All procedures involving animals were carried out in accordance with the Spanish National Research Council’s guide for the care and use of laboratory animals, and the experimental design was approved by the Ethical Committee for Animal Testing at the University of Navarra (ref. 109-18).

### Cell suspensions

Mice were anesthetized with ketamine/xylazine and perfused transcardially with ice-cold phosphate-buffered saline (PBS). The brain regions of interest were dissected out on ice and digested at 37 °C with rotation for 30 min with papain (2 mg/mL, Worthington, Lakewood, NJ, USA) or for 15 min with collagenase D (400 units/mL, Roche, Mannheim, Germany) in Dulbecco’s PBS (Lonza, Basel, Switzerland), each containing 50 μg/mL of DNase I (Sigma-Aldrich). The tissue was then mechanically dissociated with a glass Pasteur pipette, filtered through a 70-μm nylon cell strainer, and centrifuged at 300*g* for 15 min. A 25% Percoll column was used to remove cell debris and myelin, centrifuging at 1000*g* for 10 min.

### Flow cytometry analysis

A cell suspension was prepared for each region of interest (cortex, midbrain, striatum, and hippocampus), and the cells were incubated for 5 min at room temperature with Zombie NIR Dye (BioLegend, San Diego, CA, USA) to assess their viability. The Zombie NIR Dye was quenched, and cells were washed with cytometry buffer (0.5% bovine serum albumin, 5 mM EDTA in PBS) prior to labeling the cells with different panels of fluorescent antibodies (Table 1) and incubating them for 15 min at 4 °C with the FcR blocking reagent (1:50, Miltenyi Biotec, Bergisch Gladbach, Germany). For intracellular staining of T lymphocytes, the cells were fixed and permeabilized with the Foxp3 transcription factor buffer set (Invitrogen, Carlsbad, CA, USA), and then incubated for 15 min at 4 °C with the primary antibodies (Table 1). The samples were washed with cytometry buffer and analyzed on a BD FACSCanto II flow cytometer using the BD FACSDiva Software v6.1.3 (BD Biosciences, Franklin Lakes, NJ, USA) and FlowJo 9.3 (FlowJo, Ashland, OR, USA). Microglial cells were defined as CD45^low^/CD11b^+^ and T lymphocytes as CD45^hi^/CD11b^−^/CD3^+^. Fluorescence minus one (FMO) and isotype control antibodies were used as negative controls for each marker (Additional file 1: Figure S1).

**Table 1:** Primary antibodies used for flow cytometry analysis

Antigen	Fluorophore	Clone	Dilution	Trademark
CD3ε	PerCP-Vio770	145-2C11	1:50	Miltenyi Biotec
CD4	FITC	GK1.5	1:1000	BioLegend
CD8a	PE-Cy7	53.6-7	1:1000	BioLegend
CD11b	VioBlue	M1/70.15.11.5	1:100	Miltenyi Biotec
CD25	APC	PC61	1:200	Biolegend
CD28	APC	37.51	1:50	Biolegend
CD40	PE	3/23	1:200	Biolegend
CD45	BV510	30F11	1:1000	Biolegend
CD80	APC	16-10A1	1:100	Biolegend
CD86	APC	GL-1	1:100	Biolegend
MHC class I	FITC	28-8-6	1:200	Biolegend
MHC class II	PE	AF6-120.1	1:1500	Biolegend
TLR4	PE-Cy7	SA15-21	1:500	Biolegend
PD-L1	PE	MIH5	1:100	BD Bioscience
Foxp3	PE-Cy5.5	FJK-16s	1:50	Invitrogen
CTLA-4	PE-Cy7	UC10-4B9	1:100	BioLegend

### OT-II antigen presentation assay

The midbrain and striatum from six mice were pooled, and cell suspensions were prepared with papain (Worthington) and DNase I (Sigma-Aldrich) as described above. The cells were incubated with antibodies against CD11b-PE (1:100, Miltenyi Biotec) and CD45-FITC (1:50, Miltenyi Biotec), and stained with 7-AAD (0.2 μg/mL, Invitrogen). Microglial cells (CD45^low^/CD11b^+^) were separated on a FACSAria IIu cell sorter (BD Biosciences). The spleen of one OT-II mice was processed with collagenase D and DNase I, and the isolated cells were incubated with anti-CD11c Microbeads (1:5, Miltenyi Biotec) to sort dendritic cells on an autoMACS Pro Separator (Miltenyi Biotec). The negative fraction was incubated with the CD4^+^ T cell Isolation Kit (1:5, Miltenyi Biotec), and CD4^+^ T cells were collected. These CD4^+^ cells were stained with 0.125 μM carboxyfluorescein succinimidyl ester (CFSE, Sigma) and co-cultured with antigen-presenting cells (APCs) at a ratio of 10:1 in the presence of the OVA_323–339_ peptide (10 μg/mL, Polypeptide, Strasbourg, France). After 7 days in culture, the cells were stained with Zombie NIR Viability Dye and the division of the CD4^+^ cells was analyzed on a FACSCanto II flow cytometer.

### Magnetic bead separation

Cellular suspensions from the striatum and midbrain were incubated with FcR Blocking Reagent (1:50, Miltenyi Biotec) and CD11b MicroBeads (1:10, Miltenyi Biotec). Microglial CD11b^+^ cells were separated on an autoMACS Pro Separator (Miltenyi Biotec); an aliquot of the separated cells was stained with CD11b-PE (1:100) and CD45-FITC (1:50, Miltenyi Biotec), and then analyzed on a BD FACSCanto II flow cytometer to determine their purity. Of the viable cells, 98% were microglia (CD45^low^CD11b^+^) and 2% infiltrated myeloid cells (CD45^high^CD11b^+^). After separation, the cells were pelleted, resuspended in the lysis/binding buffer from the Dynabeads mRNA Direct Kit (Ambion, Foster City, CA), and stored at − 80 °C for further processing.

### RNA sequencing

RNA-seq was performed using MARS-seq adapted for bulk RNA-seq [16, 17] with minor modifications. Briefly, poly-A RNA was extracted with Dynabeads Oligo (dT) (Thermo Fisher Scientific, Vilnius, Lithuania) and reverse-transcribed with AffinityScript Multiple Temperature Reverse Transcriptase (RT, Agilent) using poly-dT oligos (IDT) carrying a 7-bp index. Upon indexing, samples were pooled and subjected to linear amplification using HiScribe T7 High Yield RNA Synthesis Kit (New England Biolabs, Ipswich, MA, USA). The resulting antisense RNA was fragmented into 250–350 bp fragments using RNA Fragmentation Reagents (Thermo Fisher Scientific) and dephosphorylated for 15 min at 37 °C with 1 U FastAP (Thermo Fisher Scientific). Partial Illumina adaptor sequences [16] were ligated to the fragments with T4 RNA Ligase 1 (New England Biolabs), and reverse transcription was repeated. Full Illumina adaptor sequences were added during library amplification with KAPA HiFi DNA Polymerase (Kapa Biosystems, Wilmington, MA, USA). The libraries were then quantified using a Qubit 3.0 Fluorometer (Life Technologies, Carlsbad, CA, USA), and their size profiles were examined in an Agilent 4200 TapeStation System. Libraries were sequenced in an Illumina NextSeq 500 instrument at a sequence depth of 10 million reads per sample.

### Bioinformatics analysis

RNA sequencing data was analyzed using the following workflow: (i) verification of sample quality with the FastQC software, (ii) alignment of the reads to the mouse genome (GRCm38) using STAR [18], (iii) quantification of gene expression using read counts of exonic gene regions with featureCounts [19], (iv) gene annotation with Gencode M17 [20], and (v) statistical analysis of differential expression with R/Bioconductor [21]. The data are publicly available in the GEO database with the accession number GSE133617. Gene expression data was independently normalized with edgeR [22] and voom [23]. A filtering process was performed after quality assessment and outlier detection using R/Bioconductor [21]. The genes with less than six read counts in more than 50% of the samples of all the conditions studied (Str and Mdb) were considered not expressed. LIMMA (Linear Models for Microarray Data) [23] was used to identify the genes with significant differential expression between experimental conditions. Genes were selected as differentially expressed using a cutoff *p* value of < 0.01. Functional and clustering analyses, and graphical representations, were obtained using R/Bioconductor [21].

### RNA extraction from tissue and semi-quantitative real-time PCR

Brain regions of interest were dissected on ice, fast frozen in liquid nitrogen, and stored at − 80 °C. Total RNA was extracted using the TRI Reagent (Sigma-Aldrich) according to the manufacturer’s instructions. After treatment with 1 U of DNase I (Thermo Fisher Scientific), reverse transcription of 2 μg of total RNA was performed using 200 U of SuperScript IV (Invitrogen) and 100 ng of random hexamer oligodeoxyribonucleotides (Invitrogen) in a final volume of 20 μL. The mRNA expression was studied by semi-quantitative real-time PCR using iQ SYBR Green Supermix (Bio-Rad, Hercules, CA, USA) in a CFX96 Touch real-time detection system (Bio-Rad). The following primers were used: TNFα forward-TGCCTATGTCTCAGCCTCTT, TNFα reverse-TGATGAGAGGGAGGCCATTT; IL1β forward-TGAAATGCCACCTTTTGACA, IL1β reverse-AGCTTCTCCACAGCCACAAT; IL6 forward-GTTCTCTGGGAAATCGTGGA, IL6 reverse-TCCAGTTTGGTAGCATCCATC; IL10 forward-CCAAGCCTTATCGGAAATGA, IL10 reverse-TTTTCACAGGGGAGAAATCG; TGFβ forward-CGGCAGCTGTACATTGAC, TGFβ reverse-TCAGCTGCACTTGCAGGAGC; and GAPDH forward-GTTCCAGTATGACTCCACTCAC, GAPDH reverse-GGCCTCACCCCATTTG. Each PCR was carried out in duplicates to obtain an average Ct value. The results were normalized to GAPDH, and the amount of each transcript was expressed as 2^ΔCt^ (ΔCt = Ct [GAPDH] − Ct [gene]). The relative expression of each gene was normalized with the mean of control animals to detect changes with respect to untreated animals.

### Immunofluorescence

Mice were anesthetized with ketamine/xylazine and perfused transcardially with Ringer’s solution and 4% paraformaldehyde in PBS. Immunofluorescence was performed in 40-μm-thick free-floating sections, blocking the tissue in 4% normal goat serum, 0.05% Triton TX-100 (Sigma-Aldrich), and 4% bovine serum albumin (Sigma-Aldrich) in PBS. Sections were incubated overnight at room temperature with the primary anti-Iba1 rabbit antiserum (1:1000; Wako, Osaka, Japan), and antibody binding was detected using an Alexa Fluor 633-conjugated goat anti-rabbit antibody (1:1000; Invitrogen). Sections were finally stained with DAPI (1:50,000; Sigma-Aldrich), mounted on glass slides in a 0.2% solution of gelatin in 0.05 M Tris-HCl buffer, and dried and then dehydrated in xylene (Panreac, Barcelona, Spain) for 12 min before coverslipping in DPX (VWR, Leuven, Belgium). Tissue sections were visualized in a confocal laser scanning microscope LSM800 with Airyscan (Zeiss, Oberkochen, Germany). Images were acquired using a × 63 oil objective with constant microscope parameters and laser intensity. A projection stack of 10 images per slice is shown.

### Statistical analysis

Statistical analyses were performed with Stata 12.1. Flow cytometry data were analyzed by two-way ANOVA; significant *p* interaction values (*P*_int_) are given in the text. Since not all the data followed a normal distribution, the results obtained were validated with a permutation test (Per test). The effect of LPS in each region was analyzed with a contrast analysis with the Šidák correction. One-way ANOVA followed by multiple pairwise comparisons with the Šidák correction was used to determine the differences between regions. In all instances, *p* values < 0.05 were considered as statistically significant. The graphs were prepared with GraphPad Prism 5 (La Jolla, CA, USA) and represent the means ± 95% CI. Data obtained from real-time PCR reactions were analyzed using the median test. In these graphs, the median with the interquartile range is represented.

## Results

### Morphological changes of microglia in response to systemic LPS stimulation

To study whether the regional heterogeneity of microglia could affect how these cells modulate the immune response, we induced a systemic inflammatory reaction in mice by means of intraperitoneal injection of LPS. LPS can target brain microglia either directly or through the production of pro-inflammatory cytokines that cross the blood-brain barrier (BBB) [24–28]. Microglia can transit from a surveying phenotype to an activated state, accompanied by morphological changes [11]. Immunostaining of the cortex, hippocampus, midbrain, and striatum with Iba1 showed how LPS provoked a marked modification in the shape of microglia (Fig. 1a). Adult mouse microglial cells were purified on a density gradient, and the single cell suspension obtained was analyzed by fluorescence-activated cell sorting (FACS), identifying microglia as the CD45^low^CD11b^+^ cell population (see Additional file 1: Figure S2 for a representative gating strategy). Analysis of the forward (FSC) and side scatter (SSC) parameters gives an idea of the size and internal complexity of the cells, respectively. Under steady-state conditions, midbrain microglia presented significantly higher FSC and SSC values than cells from the hippocampus or striatum, and similar to those of the cortex (Fig. 1b). Systemic administration of LPS induced a significant increase in cell size and complexity in microglia (Fig. 1b). The induction of morphological changes in microglia indicates that peripheral administration of LPS induces a transition between different states of microglial activation. The higher FCS and SSC values of cortical and midbrain microglia might reflect a different activation profile under basal conditions, highlighting the regional heterogeneity of microglial cells.

**Fig. 1:**
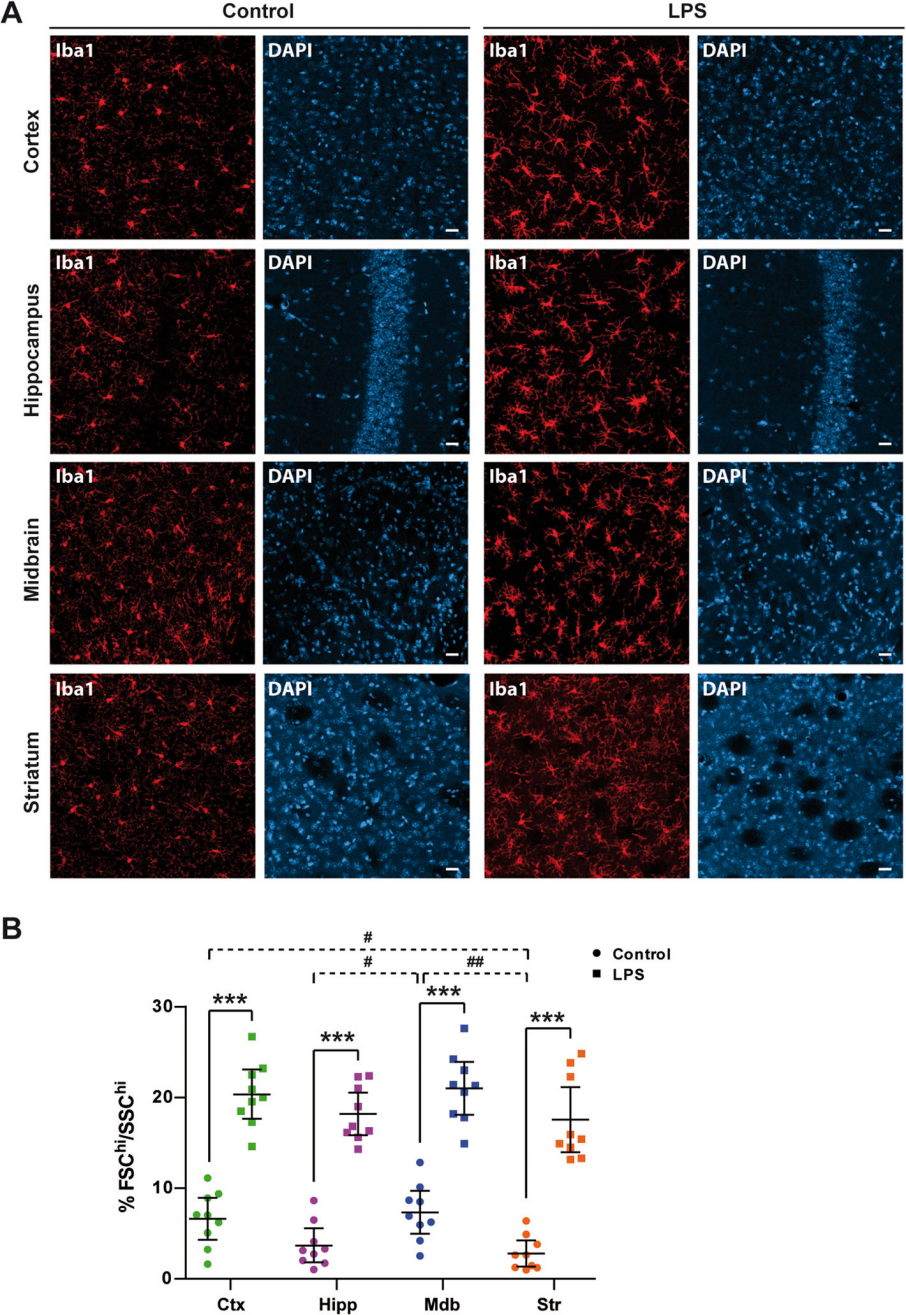
LPS affects the size and complexity of microglial cells. **a** Representative images showing Iba-1 immunoreactivity in the cortex (Ctx), hippocampus (Hipp), midbrain (Mdb), and striatum (Str) of control and LPS-treated mice. **b** The size and complexity of the cells were measured by flow cytometry based on the forward scatter (FSC) and side scatter (SSC), respectively. Microglial cells were purified from the Ctx, Hipp, Mdb, and Str of saline and LPS-treated mice, and the data from nine animals per group are represented with their mean ± 95% CI. Two-way ANOVA followed by contrast test with Šidák adjustment was used to determine LPS effects in each region (***p < 0.001). One-way ANOVA was used to analyze the region effects in control animals (^#^*p* < 0.05, ^##^*p* < 0.01). Scale bar 20 μm

### LPS induces a specific expression of anti-inflammatory cytokines in the midbrain

As part of their activation process, microglia secrete a wide range of soluble factors that can modulate the local immune response [29]. We assessed the cytokine expression induced by LPS in specific regions by real-time PCR. Analyses of the relative expression of pro-inflammatory cytokines after LPS administration showed a significant increase in TNFα (Fig. 2a), IL1β (Fig. 2b), and IL6 (Fig. 2c) mRNA in the hippocampus, midbrain, and striatum, while in the cortex, only TNFα expression was significantly higher. By contrast, the expression of the anti-inflammatory cytokines IL10 (Fig. 2d) and TGFβ (Fig. 2e) were significantly elevated exclusively in the midbrain. Hence, the systemic administration of LPS appears to alter the local production of cytokines in the brain, inducing a broad elevation of pro-inflammatory cytokine levels that affects at least the four areas studied here and an increase in the anti-inflammatory cytokines which is apparently exclusive to the midbrain (Table 2).

**Fig. 2:**
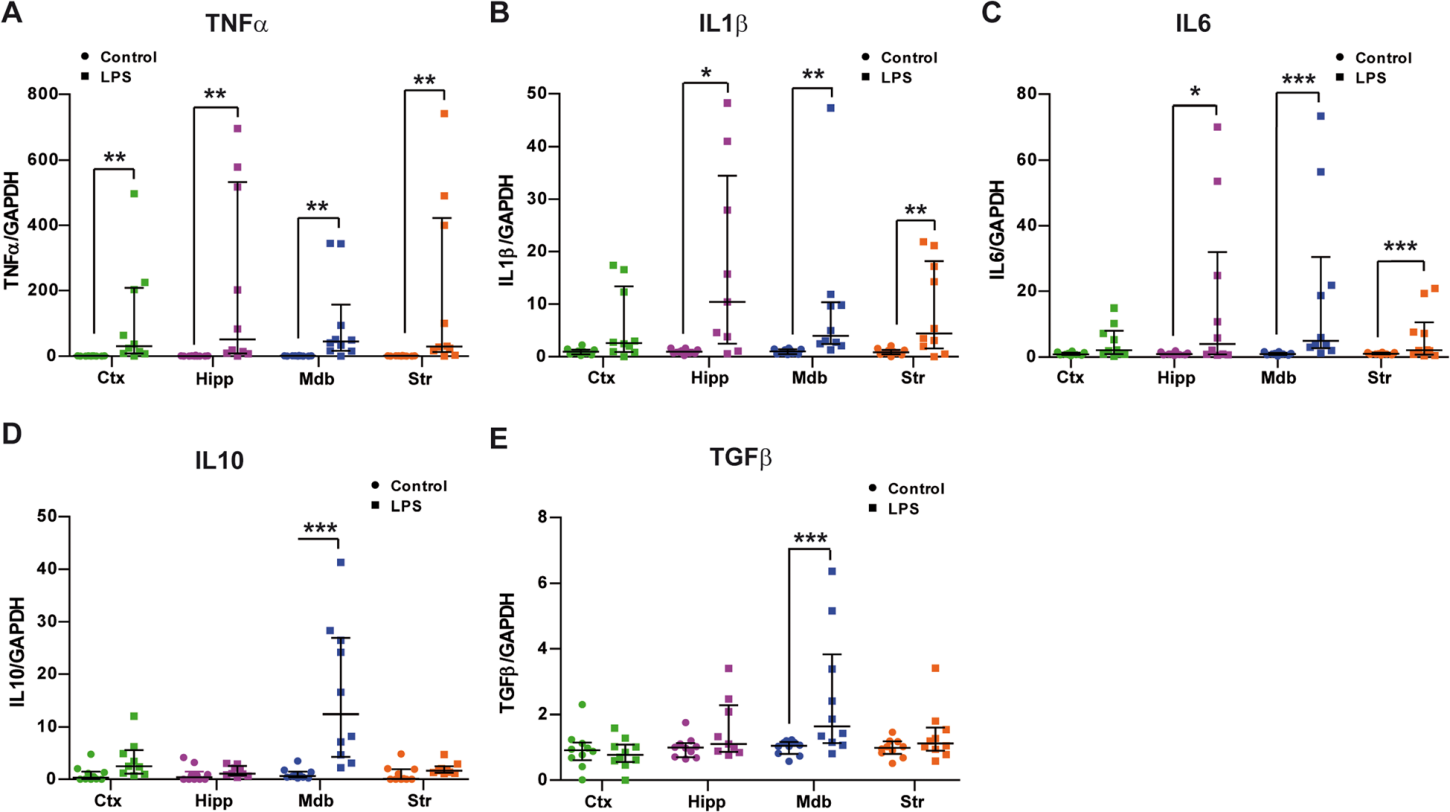
Effect of LPS on cytokine expression. Real-time PCR for TNFα (**a**), IL1β (**b**), IL6 (**c**), IL10 (**d**), and TGFβ (**e**) from the cortex (Ctx), hippocampus (Hipp), midbrain (Mdb), and striatum (Str) of control and LPS-treated animals. The results are expressed as the ratio to the control group. Median with interquartile range from ten animals per group is represented. The effect of LPS was analyzed pair by pair with the median test: *p < 0.05, **p < 0.01, ***p < 0.001

**Table 2:** Summary of the results obtained in the different brain regions after LPS administration

	Ctx	Hipp	Mdb	Str
TNFα	↑	↑	↑	↑
IL1β	=	↑	↑	↑
IL6	=	↑	↑	↑
IL10	=	=	↑	=
TGFβ	=	=	↑	=
TLR4	↑	↑	=	↑
CD40	↑	↑	↑	↑
MHC-I	↑	↑	↑	↑
MHC-II	=	=	↓	=
CD86	↑	↑	=	↑
CD80	↑	↑	↑	↑

“↑,” significant increase; “↓,” significant decrease; “=,” no significant changes with respect to the control group of animals

### Microglial inflammatory response to LPS is different in the midbrain

Following any perturbation, adult resting microglia are rapidly activated and they express a wide range of cell surface molecules related to the immune response. The expression of some of these membrane proteins was analyzed by FACS in CD45^low^CD11b^+^ cell suspensions. TLR4 is activated by LPS and neuronal damage, and it modulates autophagy in microglial cells [3, 5, 30, 31]. LPS administration affected TLR4 expression distinctly in different regions (Fig. 3a, *F*_3,48_ = 6.55, *P*_int_ < 0.001). Under basal conditions, a small fraction of microglial cells from the cortex (5.2% ± 0.9), hippocampus (6.5% ± 0.6), and striatum (2.5% ± 0.4) expressed TLR4, whereas this subpopulation represented a significantly higher proportion of the microglia in the midbrain (18.8% ± 4.8, Fig. 3a). Peripheral LPS administration provoked a significant increase in the fraction of cells that expressed TLR4 in the cortex, hippocampus, and striatum, while this population remained constant in the midbrain (Fig. 3a). Hence, TLR4 expression appeared to be selectively upregulated by LPS in those regions with a lower basal TLR4 expression. In a healthy nervous system, the constitutive expression of CD40 by microglia is relatively low, yet under inflammatory conditions, CD40 expression is enhanced and the interaction with its ligand CD40L is one of the multiple signals necessary for a productive immune response [32, 33]. In our system, LPS induced a significant increase in the cell surface expression of CD40 by microglia in the different regions analyzed (Fig. 3b). However, the basal expression of CD40 on microglial cells was significantly higher in the cortex and striatum than in the hippocampus and midbrain (Fig. 3b). These results reflect a general pro-inflammatory effect of LPS across the different regions and emphasize the local heterogeneity of microglial cells.

**Fig. 3:**
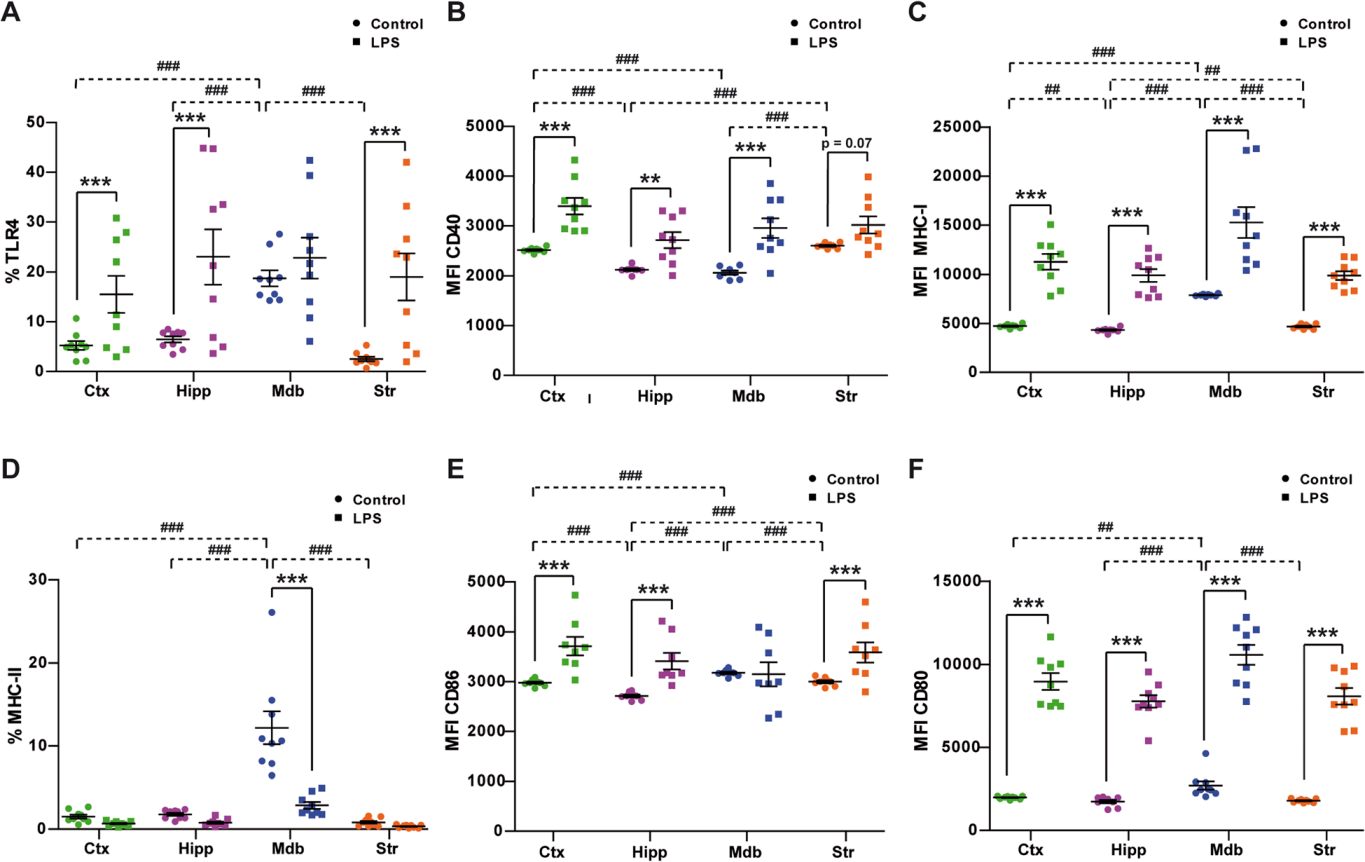
Analysis of inflammatory cell surface markers on microglial cells after LPS exposure. Microglial cells were purified from the cortex (Ctx), hippocampus (Hipp), midbrain (Mdb), and striatum (Str) from control and LPS-treated mice. The expression of inflammatory cell surface markers was assayed in the CD45^low^CD11b^+^ fraction of cells by flow cytometry. Data obtained were analyzed by two-way ANOVA followed by pairwise comparisons with Šidák adjustment to determine the effect of LPS in each region. Significant *p* values for interaction (*P*_int_) were validated with a permutation test (Per test). The region effect in control animals was analyzed by one-way ANOVA followed by a contrast analysis with Šidák adjustment. **a** Percentage of CD45^low^CD11b^+^ cells expressing TLR4, *P*_int_ < 0.001, Per test 95% CI 0–0.004. **b** MFI of CD40. **c** MFI of MHC-I. **d** Percentage of MHC-II cells, *P*_int_ < 0.001, Per test 95% CI 0–0.004. **e** MFI of CD86, *P*_int_ < 0.001, Per test 95% CI 0–0.003. **f** MFI of CD86. The data are from eight to nine animals per group and are represented as the mean ± 95% CI. Significant effect of LPS in each region: **p < 0.01, ***p < 0.001. Significant differences between regions in control animals: ^##^*p* < 0.01, ^###^*p* < 0.001

Microglia are the main resident APCs in the brain parenchyma, and thus, we explored whether this property was altered locally by LPS. Under basal conditions, midbrain microglia presented a significantly higher density of MHC-I molecules than the rest of the regions analyzed (Fig. 3c). However, LPS administration induced a significant increase in the median fluorescence intensity (MFI) of MHC-I expression in microglial cells that was similar in all regions (Fig. 3c). MHC-II was differentially expressed by microglial cells under physiological conditions and after LPS administration (Fig. 3d; *F*_3,48_ = 16.9, *P*_int_ < 0.001). In steady-state conditions, microglial cells expressing MHC-II were almost undetectable in the cortex (1.5 ± 0.2%), hippocampus (1.8 ± 0.2%), and striatum (0.8 ± 0.2), yet this cell subpopulation was significantly more abundant in the midbrain (12.2 ± 5.9%). Moreover, no overlap was observed between the TLR4^+^ and MHC-II^+^ microglial subpopulations in the midbrain (Additional file 1: Figure S3). LPS induced a robust reduction in the cell surface expression of MHC-II by microglial cells in the midbrain, and this microglial subpopulation decreased significantly to 2.9 ± 0.4 (Fig. 3d). The basal expression of CD86 varied significantly in the different brain regions studied, and LPS produced a distinct effect on CD86 MFI (Fig. 3e; *F*_3,42_ = 13.7, *P*_int_ < 0.001). The midbrain presented the highest intensity of CD86, and the hippocampus the lowest. LPS produced a significant increase in the CD86 MFI in the cortex, hippocampus, and striatum but not in the midbrain (Fig. 3e). The microglia in the midbrain of control animals presented a significantly higher density of CD80 than in the other regions analyzed (Fig. 3f). Systemic administration of LPS induced a significant increase in the CD80 intensity on the cell surface of microglial cells, which was similar in all the regions analyzed (Fig. 3f). These results, summarized in Table 2, show that LPS induced the expression of the cell-surface pro-inflammatory molecules CD40, MHC-I, and CD80 in all regions studied. A specific effect characterized by the lack of changes in TLR4 and CD86 and by the decrease in MHC-II expression was observed in the midbrain.

We further explored the functional antigen-presenting capacity of these cells by sorting microglial cells from the midbrain and the striatum of control and LPS-treated animals, and co-culturing them with CFSE-labeled CD4^+^ OT-II T cells in the presence of the class II (I-A^b^)-restricted epitope of ovalbumin (Fig. 4). Spleen dendritic cells (CD11c^+^) were used as positive controls in these studies (Additional file 1: Figure S4). Microglia from the midbrain of naïve animals induced weak, yet detectable, antigen-specific proliferation of CD4^+^ T cells (1.2 ± 0.77% CSFE^low^). By contrast, LPS-primed midbrain microglia failed to induce in vitro T cell proliferation (0.5 ± 0.04% CSFE^low^; Fig. 4), as did striatal microglia from either control (0.4 ± 0.08% CSFE^low^) or LPS-treated mice (0.5 ± 0.31% CSFE^low^; Fig. 4). These results are consistent with the expression of MHC-II by microglial cells from these two brain regions in control and LPS-treated mice. Our data demonstrate that a unique microglial cell subpopulation with antigen-presenting properties exists in the midbrain but not in other brain regions. Interestingly, under inflammatory conditions, the MHC-II expression of this subset of cells is downregulated and may control the T cell response.

**Fig. 4:**
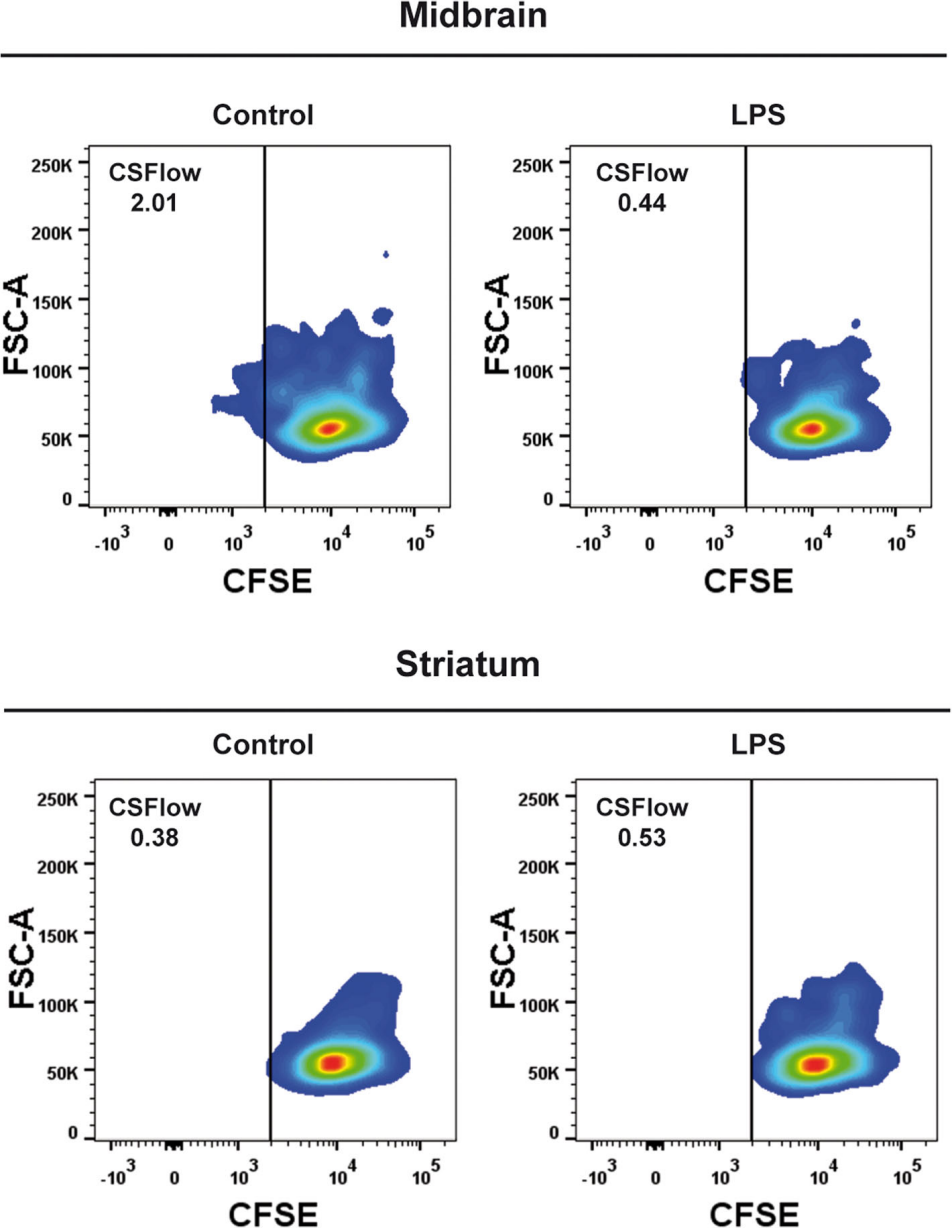
Antigen-presenting capacity of microglia from the midbrain and striatum. Representative density plots from one experiment of flow cytometry analysis of CFSE-stained CD4^+^ T cells co-cultured during 7 days with microglia are shown. Microglial cells were purified from the midbrain (upper row) or the striatum (lower row) of control and LPS-treated mice. The fraction of CD4^+^ T cells that proliferated and showed a low CFSE staining is included in each plot. Carboxyfluorescein succinimidyl ester; FSC, forward scatter

### Differences in the midbrain and striatum microglial transcriptome

The expression of cell surface markers of inflammatory responses under basal conditions was significantly stronger in the midbrain compared to the striatum, suggesting that midbrain microglia adopt a more vigilant immune alert status than striatal populations. To further explore this possibility, the microglial transcriptome from these regions was analyzed in single cell density gradient and immuno-magnetic purified (based on CD11b antigen expression) microglial suspensions from the striatum and midbrain. Cell purity and viability were assessed by FACS, and 97% of cells were CD45^low^CD11b^+^ cells in the positive fraction and a few CD45^high^CD11b^+^ cells (3%).

The midbrain and striatal microglial transcriptome of 5 mice was examined in two independent experiments using a protocol of single cell RNAseq. 

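Microglia were purified from the midbrain and the striatum of healthy mice aged 3 months, and their poly-A RNA was sequenced as 10 bulk libraries with MARS-seq, a protocol that marks each sample with an index and reads the 3′ ends of transcripts. The authors aligned the reads to GRCm38 with STAR, counted them over exons with featureCounts (version 1.6.0) and the Gencode M17 annotation, and deposited the raw counts of 53715 genes per library, without normalization. The counting did not use strand. Exp 1 comprised 2 midbrain and 2 striatum libraries. In Exp 2, which the paper describes with 3 mice, 2 midbrain and 2 striatum libraries were compared, because the labels of the remaining 2 libraries each name both regions. Those 2 libraries were left out of every comparison except the alternatives that place them in a region. The counts totalled 5651084 and 5478677 in the midbrain libraries of Exp 1, 4936234 and 8463782 in its striatum libraries, 5176234 and 4473445 in the midbrain libraries of Exp 2, and 2820369 and 575709 in its striatum libraries. The deepest library thus held 14.7 times the counts of the shallowest. A gene at 3 counts, taken as the smallest level that can be told from 0, corresponded to 0.35 CPM (counts scaled to a common library size) in the deepest library and to 5.14 CPM in the shallowest. These floors cover counting error only, since amplified reads are not independent molecules. Counts were normalized with edgeR's TMM factors, and each experiment was tested on its own with voom and limma after genes with fewer than 6 counts in more than 50% of its libraries were left out. Genes with an unadjusted p under 0.01 were called, as in the paper. A joint fit over the 8 libraries, 4 per region, with the experiment as a covariate used a Benjamini-Hochberg adjusted p under 0.05.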

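On the log2 CPM scale, 27.5% of the variance summed over 14053 genes lay between the 2 experiments, 31.6% between the regions within experiments, and 40.9% between replicates. Equal variance in every direction would give 14.3%, 28.6% and 57.1% for these 3 parts. The share between experiments ranged from 24.6% to 34.6% over the 8 fits that each left out 1 library, and it was 34.9% when only genes with at least 10 counts in every library were kept. Pearson's r between libraries, across genes, which are not independent replicates, had a median of 0.968 for the 2 same-region pairs within Exp 1, 0.92 for the 2 same-region pairs within Exp 2, and 0.921 for the 8 same-region pairs taken from different experiments. The first principal component carried 46.7% of the variance and set apart replicate 3 of the striatum in Exp 2, at 133.8, which was also the library with the fewest counts. The second component carried 20.8%, and each midbrain library lay below both striatum libraries of its own experiment on it.

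**Figure D1:**
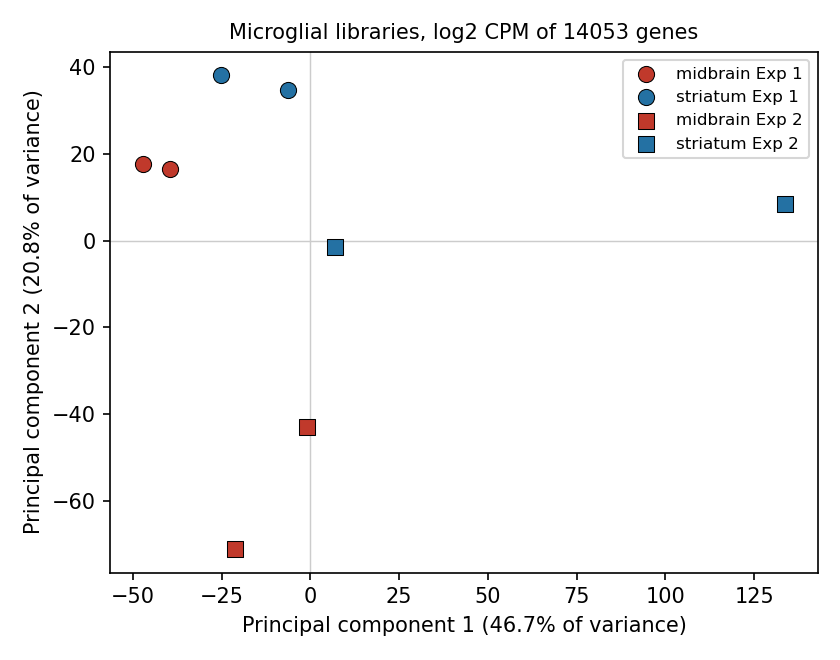
Principal components 1 and 2 (in units of log2 CPM, prior count of 2) of the 8 microglial libraries, each point being 1 library, with circles for Exp 1 and squares for Exp 2. Replicate 3 of the striatum in Exp 2 lies at 133.8 on component 1, and the 4 libraries of Exp 1 lie above 16 on component 2.

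The log2 fold changes between midbrain and striatum in the 2 experiments were related across the 13210 genes tested in both, with Pearson's r of 0.342 and Spearman's rho of 0.276, and 59.5% of these genes changed in the same direction. These are correlations across genes and carry no p-value. Over the fits that each left out 1 library, r ranged from 0.215 to 0.448. With the 2 libraries of unsettled region added to Exp 2, r was 0.047 when they were placed by their titles and 0.462 when they were placed in the other region. No gene had an adjusted p under 0.05 for a difference between the experiments in the regional change (limma's interaction term with Benjamini-Hochberg adjustment over 14053 genes). At an unadjusted p under 0.05 there were 771 such genes, where 703 would be expected by chance.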

The gene expression profile of adult microglia in the healthy striatum and midbrain was heterogeneous since a marked inter-experimental variability was observed, probably due to the immune nature of microglial cells. The overlap in the genes differentially expressed between the striatum and midbrain in the two experiments was 39 (Fig. 5a, Additional file 1: Table S1), all of which were overexpressed in the midbrain suggesting that they might have additional functions to those of striatal cells (Fig. 5a), such as the H2-Ab1 gene that belongs to the MHC-II complex (Additional file 1: Table S1). 

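In Exp 1, 395 of 14972 genes had an unadjusted p under 0.01, of which 313 were higher in the midbrain and 82 in the striatum, where 150 would be expected by chance. In Exp 2, 468 of 13486 genes did, 388 of them higher in the midbrain and 80 in the striatum, where 135 would be expected by chance. With Benjamini-Hochberg adjustment, 1 gene in Exp 1 (Il1b, whose gene overlaps the antisense gene Il1bos) and 48 genes in Exp 2 had an adjusted p under 0.05 (limma). The 2 experiments shared 163 genes called with the same direction, 156 of them higher in the midbrain and 7 higher in the striatum. Chance would give 7.9 and 0.48 among the 13210 genes tested in both (Fisher's exact test, one-sided, p = 4.32e-177 and 4.67e-07, with genes taken as independent). The gene Cspg5 was called in both experiments with opposite directions. The overlap held 1 gene (Il1b) with an adjusted p under 0.05 and 438 genes with an unadjusted p under 0.05. With the 2 libraries of unsettled region added, it held 4 genes when they were placed by their titles, and 193 when they were placed in the other region.

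The replicate numbers in the titles pair the regions within each experiment, but same-numbered libraries showed little common deviation (correlation of −0.0254 in Exp 1 and 0.0852 in Exp 2). With the replicate number as a block, 401 genes were called in Exp 1, 988 in Exp 2 and 238 in both. The joint fit gave 149 genes with an adjusted p under 0.05 (limma), 137 higher in the midbrain and 12 higher in the striatum, and 308 genes with the block. All 149 changed in the same direction in both experiments, and 117 were among the 163 shared genes.

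**Figure D2:**
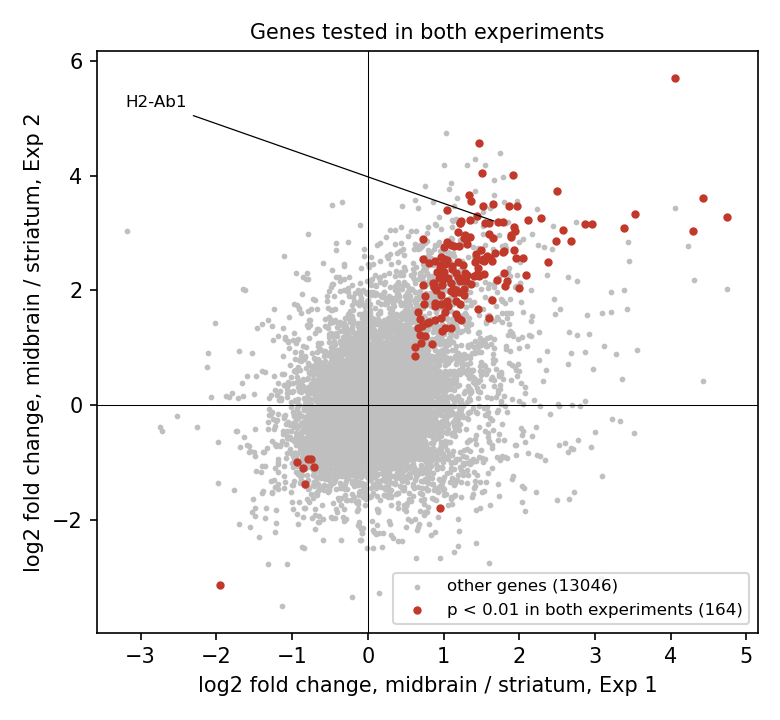
Log2 fold change of midbrain over striatum in Exp 1 (horizontal axis) and Exp 2 (vertical axis), each point being 1 gene tested in both experiments. Red points are the genes called in both, of which 156 lie in the upper right, 7 in the lower left and 1 in the lower right.

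H2-Ab1 (ENSMUSG00000073421.5, chromosome 17 of GRCm38, 34263209 to 34269418) encodes the beta chain of an MHC-II molecule. Its TMM-normalized expression in Exp 1 was 1317 ± 91.9 CPM (SD, n = 2) in the midbrain and 391 ± 63.2 CPM (SD, n = 2) in the striatum, a log2 fold change of 1.72 (standard error 0.20, adjusted p = 0.0536 from limma). In Exp 2 it was 1202 ± 54.4 CPM (SD, n = 2) in the midbrain and 126.5 ± 86.7 CPM (SD, n = 2) in the striatum, a log2 fold change of 3.19 (standard error 0.37, adjusted p = 0.00453 from limma). In the joint fit the log2 fold change was 2.34 (standard error 0.29, adjusted p = 0.0137 from limma). With the replicate block the log2 fold changes of H2-Ab1 were 1.72 in Exp 1, 3.16 in Exp 2 and 2.30 in the joint fit, with adjusted p of 0.0321, 3.3e-23 and 0.00661 from limma. Within a single experiment the block leaves little residual freedom per gene. The p of 3.3e-23 therefore rests on variance pooled over genes and does not measure the spread of H2-Ab1 between replicates. Each midbrain library was above each striatum library of its experiment (exact permutation test within experiments, two-sided, p = 0.0556, the smallest p that these 36 labelings allow). The adjusted p of the joint fit stayed under 0.05 in 6 of the 8 fits that each left out 1 library. With the 2 libraries of unsettled region added, it was 0.771 when they were placed by their titles (log2 fold change of 1.27) and 0.001425 when they were placed in the other region (2.49).

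Of the 156 shared genes higher in the midbrain, 150 had the larger log2 fold change in Exp 2, with medians of 1.24 in Exp 1 and 2.43 in Exp 2. In 42 of the 156, the shallowest striatum library had at most 3 counts. Ranked by the smaller of their 2 changes, the 5 highest genes were Fpr1, Btla, Klri2, Gm47567 and Retnlg. Btla, Klri2 and Gm47567 had at most 3 counts in every striatum library, so only lower bounds can be given. They were at least 6.09-fold, 3.22-fold and 4.63-fold higher in the midbrain in Exp 1. In Exp 2, where the floor was higher, the bounds were 1.96-fold, 1.45-fold and 1.2-fold. Fpr1 was at most 3 counts in the striatum of Exp 2 only, and was there at least 8.34-fold higher in the midbrain. Gm47567 overlaps the antisense gene Gm47566, so its reads cannot be assigned with certainty. Retnlg rose by 3.24 on the log2 scale in the joint fit (standard error 0.49, adjusted p = 0.0181 from limma).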

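No Gene Ontology table was used here. Immune genes were instead grouped into 10 families by their gene symbols, and each family was tested with limma's camera in the joint fit of midbrain against striatum, with an inter-gene correlation of 0.01. Of the 10 families, 8 had an adjusted p under 0.05 (camera with Benjamini-Hochberg adjustment over the 10), all with higher expression in the midbrain. The same 8 families passed with the replicate number as a block. The log2 fold change had a median of 1.599 over 10 genes of the MHC class II family (9 higher in the midbrain, adjusted p = 1.67e-09 from limma's camera), 1.36 over 24 chemokine ligands (23 higher, adjusted p = 1.51e-10) and 1.71 over 9 S100 proteins (9 higher, adjusted p = 4.61e-07). The MHC class II family was defined here to include Cd74 and Ciita besides the H2 genes, which ranged from −0.21 (H2-Oa) to 2.80 (H2-Eb1). Smaller medians were found for 40 interferon-induced genes (0.46, 32 higher), 13 complement genes (0.37, 8 higher) and 16 MHC class I genes (0.23, 14 higher). The median was 1.602 over 11 chemokine receptors (9 higher) and 0.25 over 40 interleukins and their receptors (26 higher), and with at least 10 counts required in every library these 2 medians were −0.50, over 2 receptors, and −0.06, over 17 genes, and that of the complement genes was −0.10, over 7 genes. The median over all genes was 0.04. Toll-like receptors (median of −0.10 over 11 genes, adjusted p = 0.792 from limma's camera) and the TNF superfamilies (median of 0.07 over 21 genes, adjusted p = 0.672) did not pass. With the correlation between genes estimated from the data in place of 0.01, 2 families kept an adjusted p under 0.05, the MHC class II genes and the chemokine receptors, and 3 families had an unadjusted p under 0.05.

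**Figure D3:**
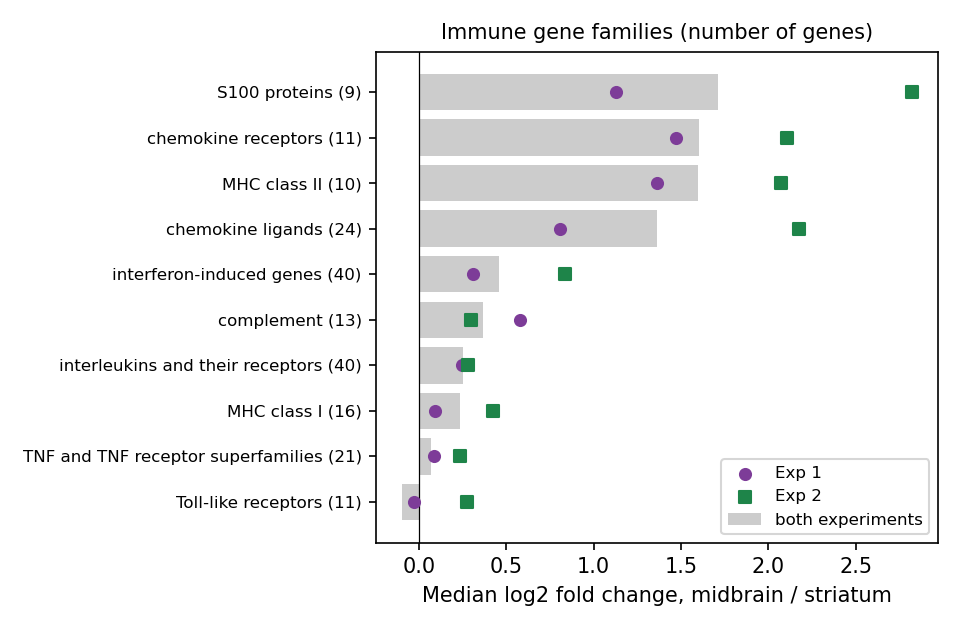
Median log2 fold change of midbrain over striatum for 10 immune gene families, with the number of genes in parentheses. Bars give the joint fit, circles Exp 1 and squares Exp 2, and the Toll-like receptors lie at −0.10 in the joint fit and at 0.27 in Exp 2. The chemokine receptors and the interleukins fall to −0.50 and −0.06, and the complement genes to −0.10, when at least 10 counts in every library are required.

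Among the 156 genes called in both experiments and higher in the midbrain, 21 belonged to the 10 families (13.5%, against 1.43% of the 13210 genes tested in both, Fisher's exact test, two-sided, p = 6.14e-15). They comprised genes of the MHC class II family as defined here (Ciita, H2-Ab1, H2-Eb1 and Cd74), chemokine ligands (Ccl5, Ccl12 and Ccl24), chemokine receptors (Ccr1, Ccr2 and Cxcr2), S100 genes (S100a8, S100a9 and S100a10), interferon-induced genes (Irf7, Ifitm1, Ifitm2 and Ifitm6), interleukins and their receptors (Il1b and Il1r2) and complement genes (C4b and Cfp). Of the same 156 genes, 28 were on lists of markers of monocytes, neutrophils, T and NK cells, dendritic cells, B cells or brain border macrophages (17.9%, against 0.52% of the genes tested, Fisher's exact test, two-sided, p = 9.36e-37). The dendritic cell and B cell lists held none of the 28.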

An analysis of biological processes through Gene Ontology revealed that the immune response was significantly overrepresented in these transcriptomes, with multiple processes associated with several aspects of immune function (Fig. 5b). The network generated with Ingenuity Pathway Analysis software also showed an enhanced immune response in the microglia from the midbrain, with different nodes related to the interaction between microglia and other elements of the immune system (Fig. 5c). Thus, the regional diversity between these two structures would mainly focus on their interaction with the immune system and their ability to modulate the immune response, confirming our previous observations.

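No pathway network was built here, and the genes of antigen presentation are given in its place. H2-Aa, which encodes the alpha chain that pairs with the product of H2-Ab1, had 2152 ± 82.7 CPM in the midbrain and 835 ± 718 CPM in the striatum of Exp 1, and 2960 ± 163 CPM and 226 ± 43.6 CPM in Exp 2 (SD, n = 2 each). In the joint fit, H2-Aa rose by 2.59 on the log2 scale (standard error 0.44, adjusted p = 0.0226 from limma), H2-Eb1 by 2.80 (adjusted p = 0.021) and Cd74, the invariant chain, by 2.22 (adjusted p = 0.0137). Ciita, the transcriptional activator of this locus, rose by 1.77 (adjusted p = 0.0181). All 4 genes were higher in the midbrain in both experiments. Leaving out each library in turn, H2-Aa and H2-Eb1 kept an adjusted p under 0.05 in 4 of 8 fits and Cd74 in 6 of 8. The other genes of this family, H2-Oa, H2-Ob, H2-DMa, H2-DMb1 and H2-DMb2, had adjusted p between 0.0966 and 0.706 in the joint fit. Reads aligned to several places or overlapping several genes were not counted, so the values of these paralogs are uncertain to the extent that they share sequence.

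**Figure D4:**
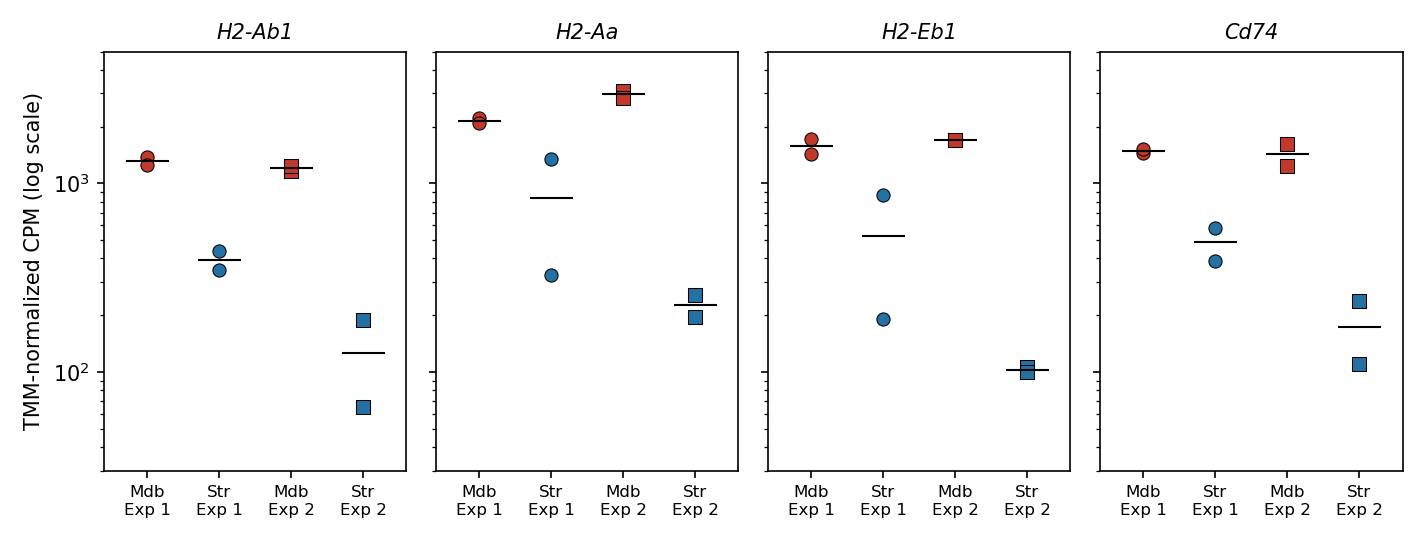
TMM-normalized expression (CPM, log scale) of H2-Ab1, H2-Aa, H2-Eb1 and Cd74 in the midbrain (Mdb, red) and striatum (Str, blue) libraries of Exp 1 and Exp 2, with 1 point per library and a line at the mean of 2. H2-Ab1 lies between 1164 and 1382 CPM in the midbrain and between 65.1 and 435.7 CPM in the striatum.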

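Of the genes for the proteins named in the paper, 22 could be tested in the joint fit. After adjustment over all 14053 genes, 5 had an adjusted p under 0.05 (limma), namely H2-Ab1, H2-Aa, H2-Eb1, Cd74 and Il1b. After adjustment over the 22 genes alone there were 10, which added H2-D1, Cd40, Tnf, Il10 and Cd4. All 10 were higher in the midbrain. Of the added genes, Il10 and Cd4 had at most 3 counts in each striatum library of Exp 2, and Cd40 had 10 and 1 there. The changes of these genes are therefore uncertain in size. In the paper's flow cytometry, surface CD40 was lower in the midbrain than in the striatum. H2-D1 rose by 0.57 on the log2 scale (standard error 0.12) and Tnf by 0.90 (standard error 0.25). Among the remaining 12 genes, Itgam, which encodes CD11b, changed by −0.40 (standard error 0.17) and Ptprc, which encodes CD45, by 0.23 (standard error 0.20). From the genes called in both experiments, the Gene Ontology terms and the pathway network, the paper proposes that the diversity between midbrain and striatum would lie mainly in how microglia interact with the immune system and modulate its response.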

**Fig. 5:**
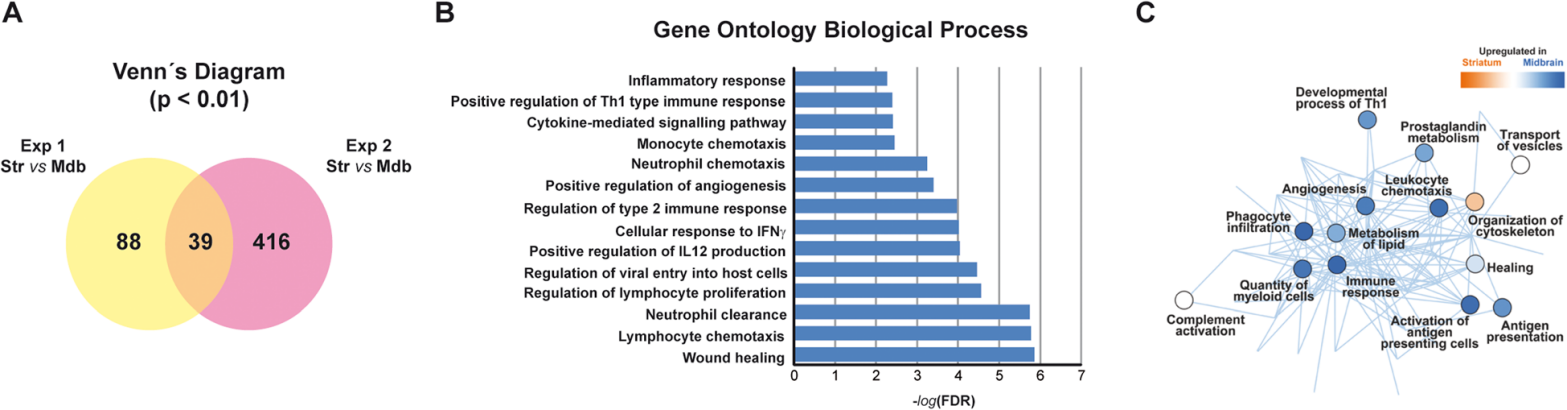
Transcriptome analysis of microglial cells purified from the striatum and midbrain. The data were obtained from two independent experiments, the first (Exp 1) with *N* = 2 mice and the second one (Exp 2) with *N* = 3 mice. **a** Venn diagram of the genes differentially expressed between the striatum (Str) and midbrain (Mdb) in the two independent experiments (*p* < 0.01). The intersection shows the common genes (39) expressed differentially in the 2 experiments. **b** Enrichment analysis of Gene Ontology biological processes of genes overexpressed in the midbrain using PANTHER. Overrepresentation test and Fisher’s Exact test with a false discovery rate (FDR < 0.01) multiple test correction. **c** Ingenuity Pathway Analysis of functions regulated by the differentially expressed genes. The intensity of the circle’s color reflects activation or inhibition intensity based on the *z*-scores, and the nodes represent the genes and their connections to functions

### Heterogeneous lymphocyte populations in the brain under inflammatory conditions

To determine whether the inflammatory status affects lymphocyte infiltration in the different regions analyzed, we assessed lymphocyte subpopulations within the cell suspensions obtained from the different brain regions. The fraction of CD3^+^ cells (Fig. 6a) was significantly higher in the midbrain (1.3% ± 0.3) than in the cortex (0.6% ± 0.05), hippocampus (0.5% ± 0.08), or striatum (0.1% ± 0.04), and LPS administration significantly diminished the CD3^+^ cells in the midbrain but not in the other regions studied (Fig. 6a; F_3,47_ = 3.2, *p* = 0.03). The relative amount of CD8^+^ was not affected by LPS administration, and it was similar in all areas, except in the striatum where there were significantly fewer cells (Fig. 6b). The midbrain was enriched in CD4^+^ cells relative to the hippocampus and striatum (Fig. 6c), indicating that the increase in CD3^+^ expression would be a result of enhancing this population of cells. Administration of LPS significantly reduced the CD4^+^ cells in the midbrain and cortex (Fig. 6c; *F*_3,47_ = 3.3, *p* = 0.03). These results indicate that modulation of the inflammatory signals in the brain by LPS mainly affects CD4^+^ lymphocytes, which may play a relevant role in the control of the inflammatory response and would be consistent with the decrease in MHC-II expression in the midbrain microglia. The elevated levels of IL10 and TGFβ transcripts in the midbrain of LPS-treated animals led us to explore the presence of CD4^+^CD25^+^Foxp3^+^ (Treg) lymphocytes. This subset of Treg cells was also specifically enhanced in the midbrain (Fig. 6d; *F*_3,54_ = 8.7, *p* = 0.009), suggesting a robust immunosuppressor response exclusive to this region.

**Fig. 6:**
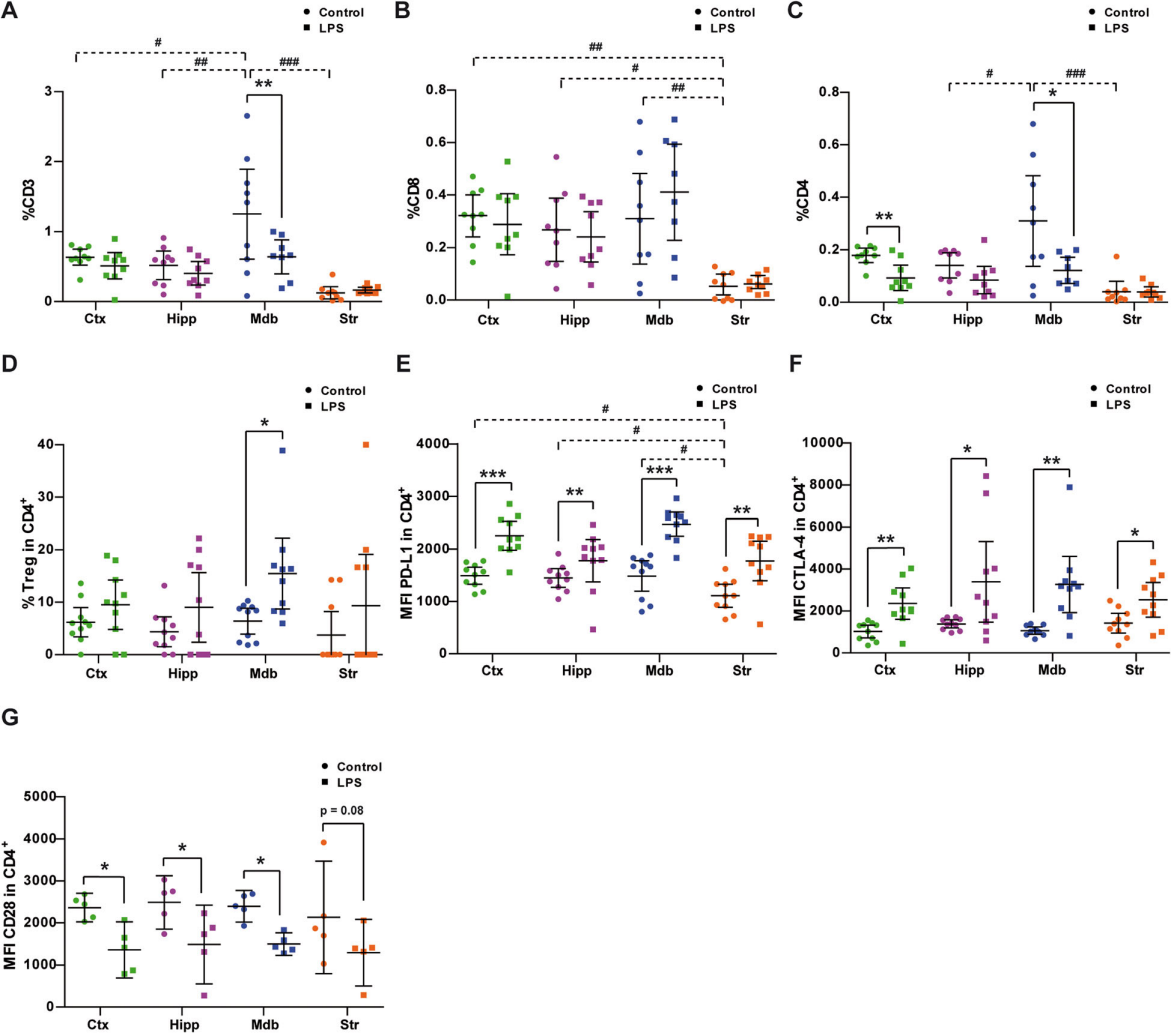
Rearrangement of the T cell subpopulations upon LPS stimulation. Cells were purified from the cortex (Ctx), hippocampus (Hipp), midbrain (Mdb), and striatum (Str). The expression of lymphocyte cell surface markers was analyzed by flow cytometry, and data were analyzed by two-way ANOVA followed by pairwise comparisons with Šidák adjustment to determine the effect of LPS in each region. Significant *p* values for interaction (*P*_int_) were validated with a permutation test (Per test). The region effect in control animals was analyzed by one-way ANOVA followed by a contrast analysis with Šidák adjustment. **a** CD3^+^, *P*_int_ = 0.03, Per test 95% CI 0.022–0.045; **b** CD8^+^; **c** CD4^+^, *P*_int_ = 0.03, Per test 95% CI 0.019–0.041; **d** CD4^+^CD25^+^Foxp3^+^ (Treg) lymphocytes; **e** PD-L1; **f** CTLA-4; and **g** CD28 performed on single cell suspensions from control and LPS-treated mice. The results are represented as the percentage of positive cells from the total viable cells isolated (**a**–**c**), as the percentage of the total CD4^+^ cells (**d**), and as the MFI in CD4^+^ cells (**e**–**g**). The data from eight to nine (**a**–**f**) and five (**g**) animals per group are shown as the mean ± 95% CI. Significant effect of LPS in each region: *p < 0.05, **p < 0.01. Significant differences between regions in control animals: ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.01

CD80 is mainly expressed by APCs, and it is the receptor for CD28 and CTLA-4 found on the surface of T cells. CD80 also binds to the PD-L1 present in APCs and in activated T cells. In concert with MHC molecules, CD80 transmits an activating signal to T cells through its interaction with CD28. However, CD80 also regulates the immune system through an inhibitory interaction with CTLA-4 and PD-L1 on T cells [34, 35]. The opposite expression of MHC-II (downregulated) and CD80 (upregulated) in the midbrain microglia from LPS-treated mice suggests an inhibitory role for CD80 molecule in this cell subset under inflammatory conditions. Examination of CD4^+^ lymphocyte subpopulations revealed that LPS administration significantly increased the expression of PD-L1 in this T cell subset in all brain areas (Fig. 6e; *F*_3,53_ = 69.1, *p* < 0.001), whereas naïve animals had significantly weaker expression of PD-L1 in the striatum than in the other brain regions tested (Fig. 6e; *F*_3,53_ = 9.1, *p* < 0.001). Similarly, a general increase in the levels of CTLA-4 expression by CD4^+^ lymphocytes was detected after LPS treatment (Fig. 6f; *F*_3,54_ = 16.2, *p* < 0.001). By contrast, CD28 expression was significantly reduced in CD4^+^ T cells present in these regions (Fig. 6g; *F*_3,24_ = 15.2, *p* = 0.004). Together, these results show that the immune response in the brain upon LPS challenge, and mainly that in the midbrain, seems to be dampened, as suggested by the decrease in the number of infiltrating effector T cells, especially that of CD4^+^ T cells. This is also consistent with the enhanced expression of co-inhibitory receptors on the remaining T cells like CTLA-4 and PD-L1, the increase in the proportion of Tregs, and the enhanced production of anti-inflammatory cytokines.

## Discussion

There is growing evidence that adult microglia constitute a heterogeneous population of cells showing regional differences [14, 36], potentially responding distinctly to either injury or damage. In this study, we show that under basal conditions, the midbrain microglia present an immune alert state and unique subpopulations of cells which were not evident in other brain regions. Systemic administration of LPS induced region-specific changes that were related to the basal inflammatory tone. In the midbrain, the region with the strongest immune surveillance, LPS induced a unique anti-inflammatory effect that was not observed in the cortex, hippocampus, or striatum. Our results suggest that the inflammatory tone depends on the context determining the response to an inflammatory signal like LPS (Fig. 7).

**Fig. 7:**
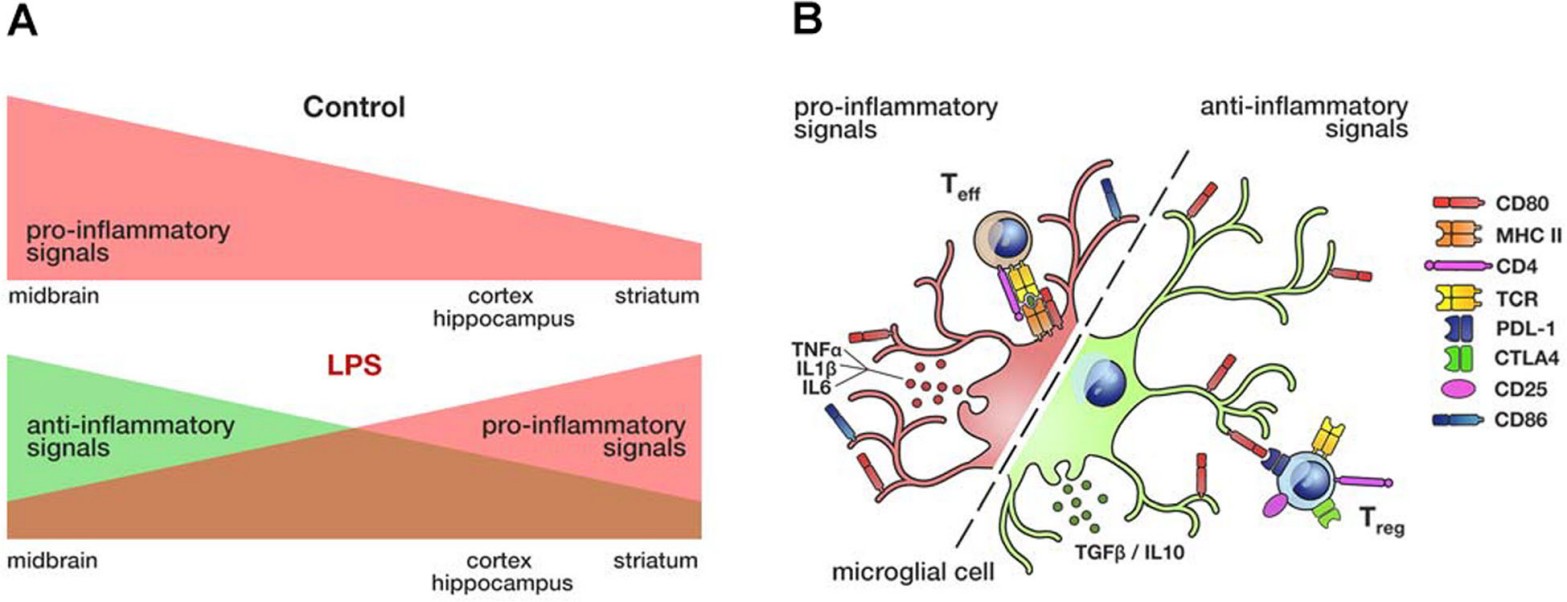
Unique properties and specific responses of midbrain microglia to LPS. **a** Microglial cells from the midbrain are balanced towards a primed state, a constitutive state of immune alert compared to microglia from other brain regions. Upon LPS stimulation, microglia from the midbrain switch to a potent immunosuppressive phenotype. This response differs from that observed in the striatum, cortex, or hippocampus. **b** Pro-inflammatory phenotype of microglial cells includes stronger MHC-II, CD80, and CD86 expression, and better antigen-presenting capability and T cell recruitment. These changes are mediated or accompanied by stronger production of the classical pro-inflammatory cytokines. The anti-inflammatory phenotype of microglial cells is characterized by the downregulation of MHC-II expression and consequently the loss of antigen-presenting capability. Immunosuppressive microglia express high levels of CD80 without any change in their CD86 expression. CD80 may counteract the CD4 T cell response through its interaction with CTLA-4 and PD-L1 on activated T cells. The recruitment of Tregs and the production of immunosuppressive cytokines are also indicators of this anti-inflammatory state

Characterizing the immune phenotype of microglia from different brain regions revealed that steady-state microglia in the midbrain present a higher immune alertness than those in the striatum, cortex, or hippocampus. Two unique fractions of microglial cells were identified in the midbrain, one expressing TLR4 and the other MHC-II. TLRs recognize damage-associated molecular patterns produced by dead cells eliciting a sterile inflammatory response [3–5]. The strong expression of MHC class I and II molecules, as well as accessory molecules for antigen presentation like CD80 and CD86 [11], indicates that the midbrain contains cells capable of carrying out specific functions related to the immune response. Specifically, we demonstrated that the MHC-II^+^ midbrain microglia are functional APCs within the CNS, an activity that was absent in the striatum, and given the extent of MHC-II expression, probably in the cortex and hippocampus as well. However, microglial cells are poor APCs relative to spleen dendritic cells. Accordingly, a higher concentration of CD4^+^ T lymphocytes was observed in the midbrain suggesting that an interplay between microglia and CD4^+^ T cells might occur in this region. Microglia with antigen-presenting properties are a rare cell type in the brain parenchyma, although a subpopulation of these cells was identified in the olfactory bulb after LPS stimulation [37]. Regionally heterogeneous gene expression profiles show that the transcriptome of cortical and striatal microglia differs from that of hippocampal microglia in genes involved in the immune response and in antigen presentation [14]. The data obtained from the midbrain was predominantly derived from SN pars reticulata (SNr) microglia, as well as SN pars compacta and VTA microglia. Microglial cells from the SNr may be assumed to be the main contributors to this pro-inflammatory state. In fact, they exhibited unique membrane properties when compared to VTA and SNc microglia [15], suggesting an even greater variability that might be driven by the GABAergic or dopaminergic environment. Together, these results highlight the microglial heterogeneity in the brain and point towards different functions under pathological conditions.

Modification of the inflammatory environment by peripheral administration of LPS triggers a general pro-inflammatory response that reaches the CNS [24–28]. Using different approaches, we demonstrate that LPS elicits a heterogeneous response in different brain regions. A context-dependent response of microglia to LPS has been described in the cortex and olfactory bulbs, even in the absence of morphological changes [37]. Flow cytometry analysis of thousands of CD45^low^CD11b^+^ cells indicated that the fraction of FCS^hi^/SSC^hi^ microglia increases in all brain regions (from ≈ 5 to ≈ 20%), suggesting that approximately 15% of the cells in the brain parenchyma experienced morphological changes and do not respond homogenously to LPS. The ensuing flow cytometry analysis could not associate any specific phenotype to the FCS^hi^/SSC^hi^ cells, concluding that the changes in cell size and complexity induced by LPS do not necessarily reflect an immune response of microglial cells. Several hypotheses could explain this observation: (i) by flow cytometry, we have analyzed specific aspects of the immune response, and these changes in FCS^hi^/SSC^hi^ might reflect specific immune functions not analyzed in this study, i.e., phagocytic microglia; (ii) they could be proliferating cells; (iii) they could reflect movement, static vs migrating cells; or (iv) they might be infiltrated macrophages.

LPS induced the production of pro-inflammatory cytokines (TNFα, ILβ, and IL6) and the elevation of inflammatory cell surface markers (CD40, MHC-I, and CD80) in the brain regions studied. Usually, MHC-II and CD80 expression goes hand in hand with the response to inflammatory stimuli, but we failed to detect an increase in MHC-II. CD80 can transmit an activating signal to T cells through its interaction with CD28, yet it also can mediate an inhibitory response by triggering CTLA-4 and PD-L1 on activated T cells [34, 35]. The enhanced PD-L1 and CTLA-4 expression and the decreased CD28 expression in CD4^+^ lymphocytes suggested that the microglial expression of CD80 was a general mechanism to counteract CD4^+^ T cell activation, also prompted by the lack of concomitant changes in MHC-II. Interestingly, LPS induced a specific anti-inflammatory effect in the midbrain. The increase of IL10 and TGFβ transcripts, two immunosuppressive cytokines that can counteract LPS or neurodegenerative damage in different experimental models [38–42], could reflect a protective reaction of the midbrain to an exacerbated inflammatory response aimed to prevent cell damage. In addition, they are key factors for the Treg lymphocyte responses and for the inhibition of effector T cells and APCs [43, 44]. The unaltered expression of the pro-inflammatory molecules TLR4 and CD86, the decrease in MHC-II^+^ microglial cells with the consequent loss of their antigen-presenting properties, and the enhanced presence of Tregs would contribute to repress the LPS-mediated immune response in the midbrain. These unique features instill a specific immune state that affects microglia and infiltrated CD4^+^ T cells, generating a specific response to LPS that resembles some of the strategies that cancer cells use to escape immune surveillance [35, 44].

In PD, chronic inflammation concurs with dopaminergic neurodegeneration in the SNc and it is likely to influence disease progression [45, 46]. The genetic association of PD with the human leukocyte antigen that encodes part of the MHC-II complex, and with the TNFα, IL6, and IL1 receptor genes, supports the involvement of the immune system and offers new targets to develop novel therapies [47–50]. In vivo imaging studies of microglial activation in PD show an early, widespread activation that remains stable over the course of the disease, without correlating with [^18^F]-dopa uptake in the putamen (equivalent to the caudate/putamen in rodents) [51]. In humans, dopaminergic terminal degeneration in the putamen precedes the loss of cell bodies in the SN [52]. Therefore, the regional activation of microglia early in the disease might differ in the putamen and SN, compromising dopaminergic neuron survival. Dopamine neurons are particularly sensitive to inflammation and present a high susceptibility to infiltrated T cells compared to neighboring and more resistant GABAergic neurons [53]. The high immune alert state of the midbrain might contribute to trigger dopamine neurodegeneration in PD. Indeed, systemic administration of LPS (5 mg/kg) caused long-term dopaminergic degeneration and microglial activation in mice [25]. Therefore, another interpretation of the results obtained in this study would be that the early immunosuppressive response to LPS elicited by the midbrain might contribute to dopaminergic neuronal death rather than prevent cell damage. In fact, Treg depletion and blockade of the PD-1/PD-L1 immune checkpoint pathway improved cognitive performance and amyloid-β pathology in experimental models of Alzheimer’s disease [54–56]. Growing body of evidence shows that peripheral adaptive immunity is involved in PD. PD patients present dysfunctional Treg cells that might contribute to a persistent inflammatory environment or to a loss of tolerance to α-synuclein [57–59]. Since the BBB is compromised in PD [60], it could be hypothesized that these lymphocytes could infiltrate the brain and interact with microglial cells. We hypothesize that inflammation plays a dual role in neuronal degeneration. An exacerbated immunosuppressive response such as the one that we describe in the midbrain after LPS administration or an excessive pro-inflammatory effect might counterbalance the beneficial effect of an equilibrated inflammatory tone and would compromise survival of dopaminergic neurons. Additional experiments are needed in experimental models of PD to dissect out the pathogenic and protective roles of inflammation in PD.

## Conclusion

Our data show that under steady-state conditions, the neuroinflammatory tone of the brain differs from one region to another. In this regard, the midbrain has unique properties, being the region that presents the highest immune-alert state and unique microglial subpopulations. These differences have an impact in the type of inflammatory response since a specific immune-suppressive effect after systemic LPS administration was identified in the midbrain, but not in other brain regions. Further studies will be necessary to determine how the populations of midbrain microglia described in this study are activated by different stimuli, or in experimental models of PD, and to assess their presence in the human brain.

## Supplementary information

**Additional file 1:** **Figure S1.** Control of signal specificity in the cell surface analysis of pro-inflammatory markers. **Figure S2.** Gating of purified cells from adult mice brain for flow cytometry analysis. **Figure S3.** Unique and non-overlapping subpopulations of microglial cells in the midbrain. **Figure S4.** Positive control of CD4+ T cell proliferation after presentation of the OVA peptide by CD11c+splenocytes. **Table S1.** List of overlapping genes differentially expressed in the striatum compared to midbrain in the two experiments

## Data Availability

RNA sequencing data used to generate Fig. 5 are publicly available in the GEO database with the accession number GSE133617. The data that support the findings of the rest of the study are available from the corresponding author upon reasonable request.

## Abbreviations

APC: Antigen-presenting cell
BBB: Blood-brain barrier
CNS: Central nervous system
CTLA-4: Cytotoxic T lymphocyte antigen 4
FACS: Fluorescence-activated cell sorting
FSC: Forward scatter
LPS: Lipopolysaccharide
MFI: Median fluorescence intensity
MHC-I: Major histocompatibility complex class I
MHC-II: Major histocompatibility complex class II
PD: Parkinson’s disease
PD-L1: Programmed death ligand 1
SN: Substantia nigra
SNc: SN pars compacta
SNr: SN pars reticulata
SSC: Side scatter
TLR4: Toll-like receptor 4
VTA: Ventral tegmental area

# Supplementary material for: Midbrain microglia mediate a specific immunosuppressive response under inflammatory conditions
**Source:** J Neuroinflammation. 2019 Nov 22;16:233. doi: 10.1186/s12974-019-1628-8
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Control of signal specificity in the cell surface analysis of pro-inflammatory markers. Figure S2. Gating of purified cells from adult mice brain for flow cytometry analysis. Figure S3. Unique and non-overlapping subpopulations of microglial cells in the midbrain. Figure S4. Positive control of CD4+ T cell proliferation after presentation of the OVA peptide by CD11c+splenocytes. Table S1. List of overlapping genes differentially expressed in the striatum compared to midbrain in the two experiments

**Supplementary Material**

**
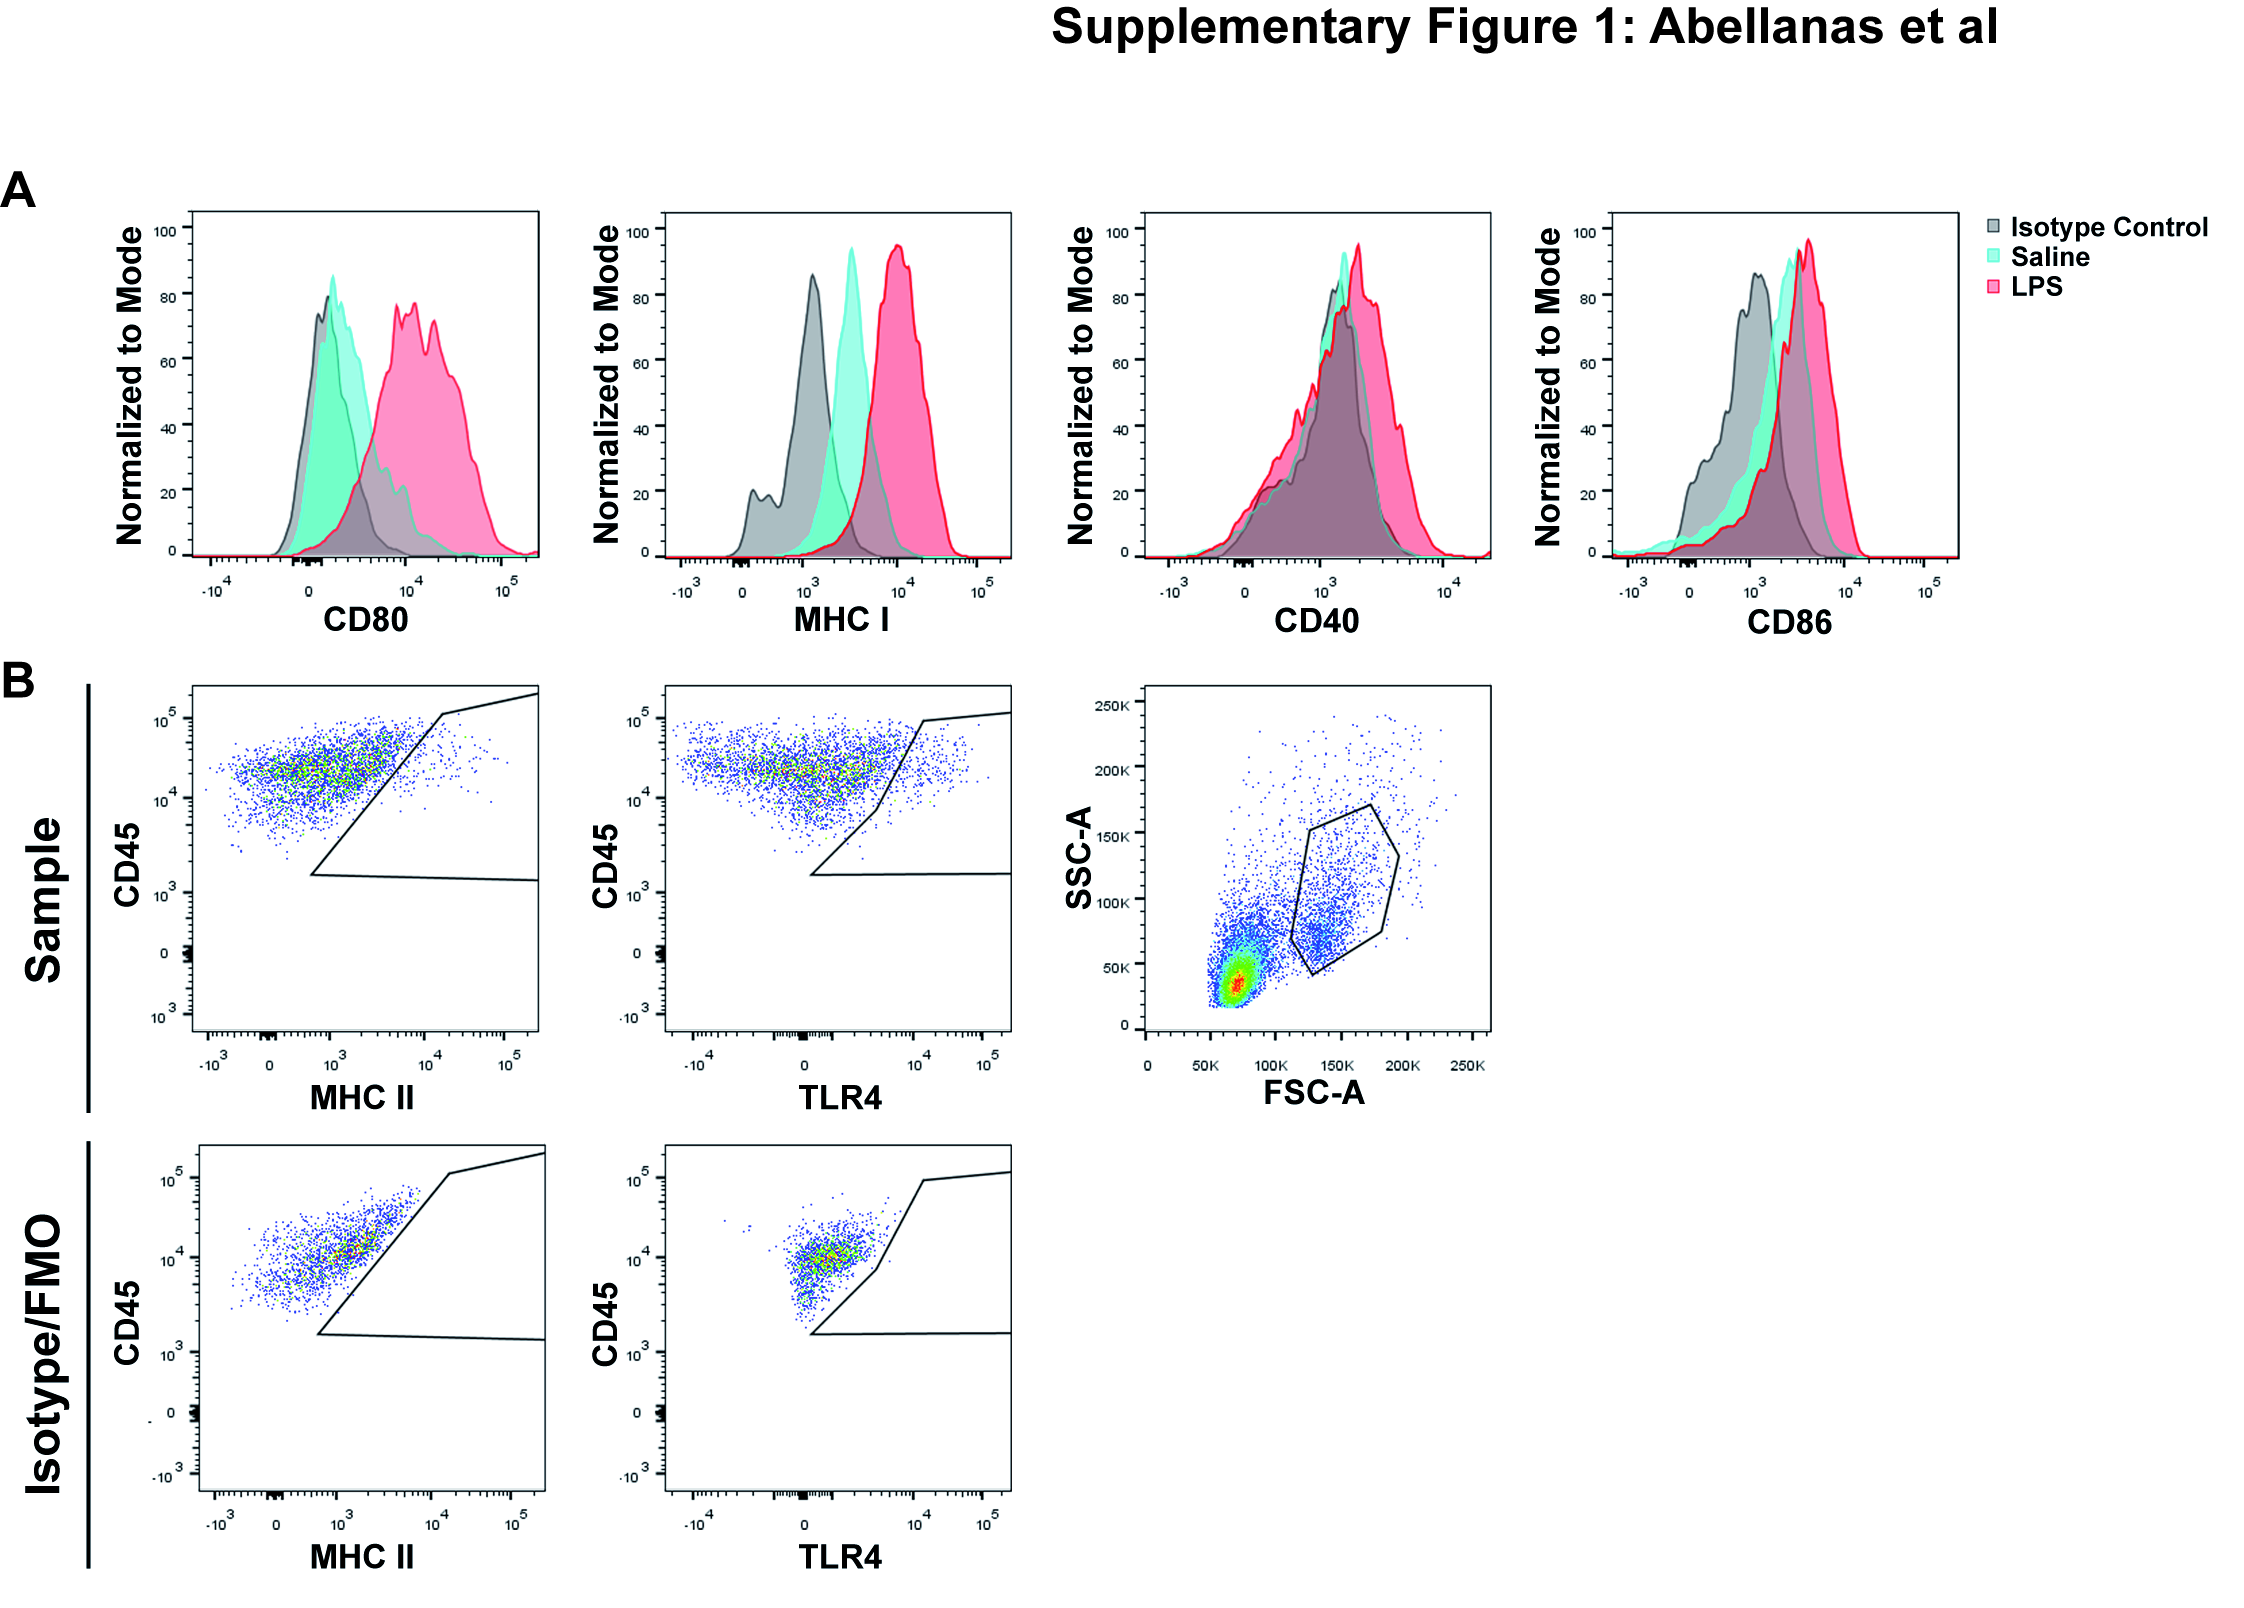
**

**Supplementary Figure 1.** Control of signal specificity in the cell surface analysis of pro-inflammatory markers. (A) Microglial cells (CD45^low^/CD11b^+^) were marked with an isotype antibody for CD80 or fluorescence minus one (FMO) controls for MHC-I, CD40 and CD86. Isotype and FMO controls are represented in grey, microglial cells from control mice in blue and microglia from LPS-treated mice in red. (B) Gating strategy to analyze microglial (CD45^low^/CD11b^+^) subpopulations expressing MHC-II, TLR4 or FSC^hi^/SSC^hi^. Cells were marked with the isotype control antibody for MHC-II and a FMO control was performed for TLR4. Representative dot-plots are shown.

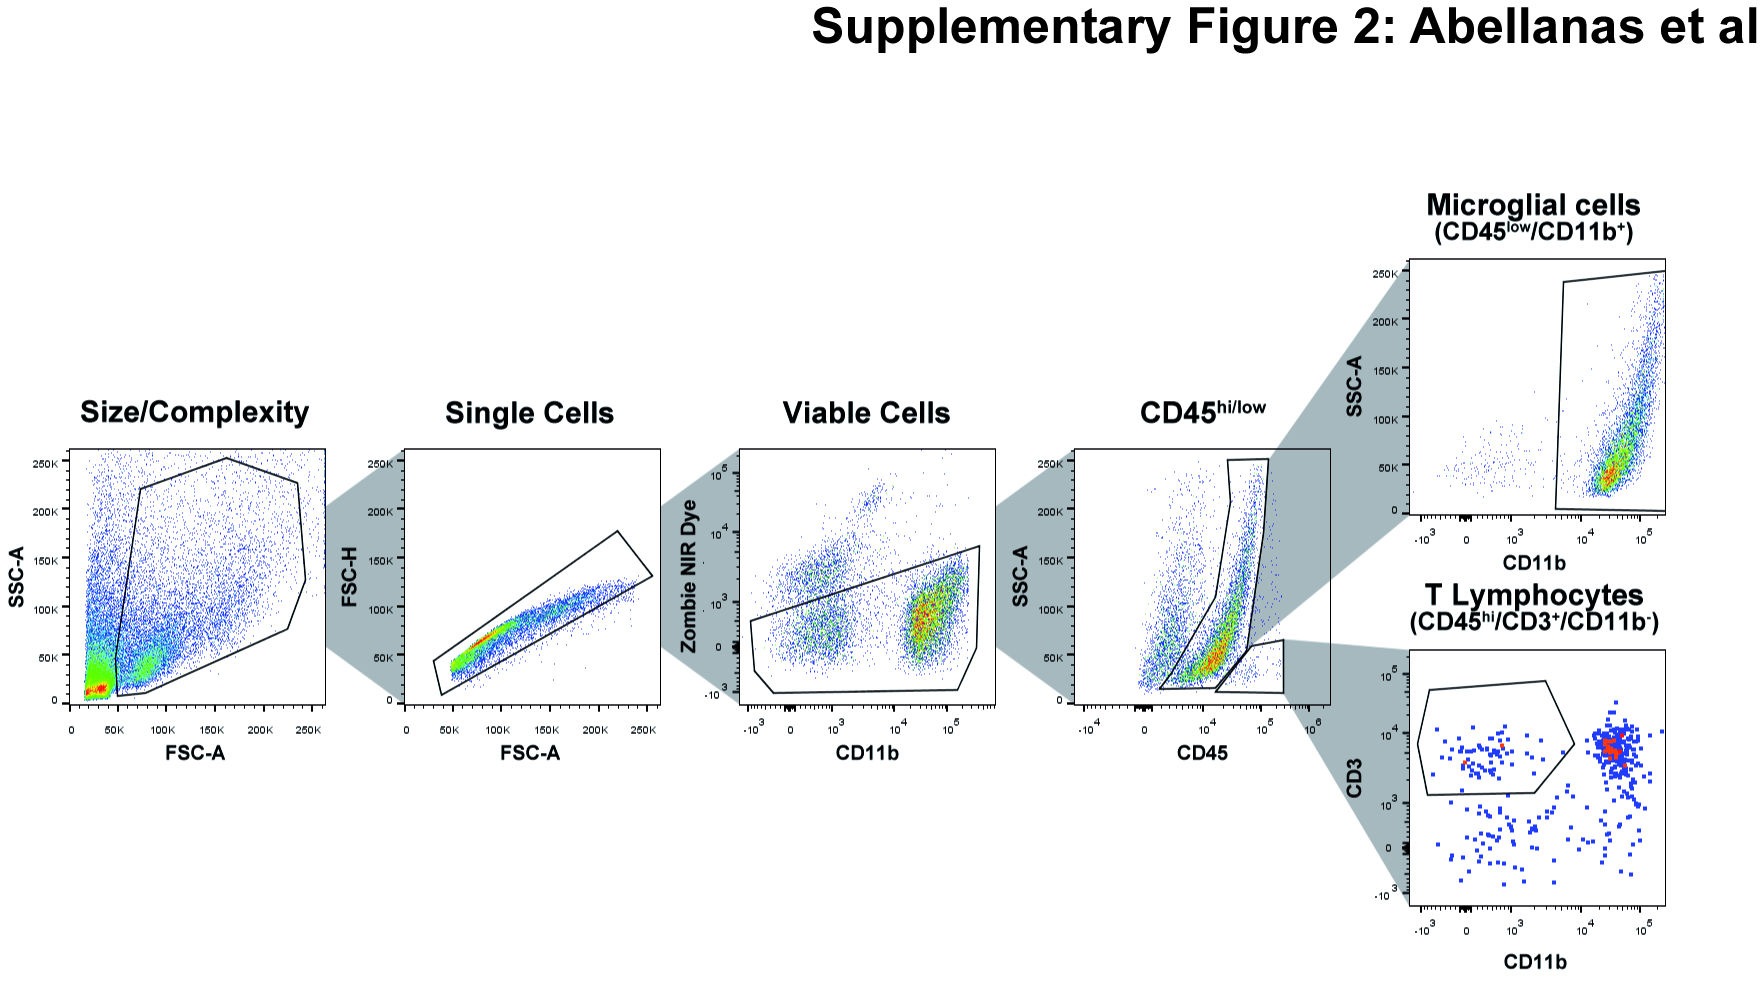

**Supplementary Figure 2.** Gating of purified cells from adult mice brain for flow cytometry analysis. From the total events recorded, subpopulations of interest were selected based on the forward and side scatter (FSC and SSC). Single cells were determined as the events that were linearly proportional in the area and height of the forward scatter signal (FSC-A and FSC-H), and viable cells were identified as cells negative for the Zombie NIR Viability Dye (BioLegend). Immune cells were identified by their CD45 expression, and microglia had weak CD45 expression and they were positive for CD11b (CD45^low^/CD11b^+^). T-cells were characterized as the CD45^hi^/CD11b^-^/CD3^+^ population.

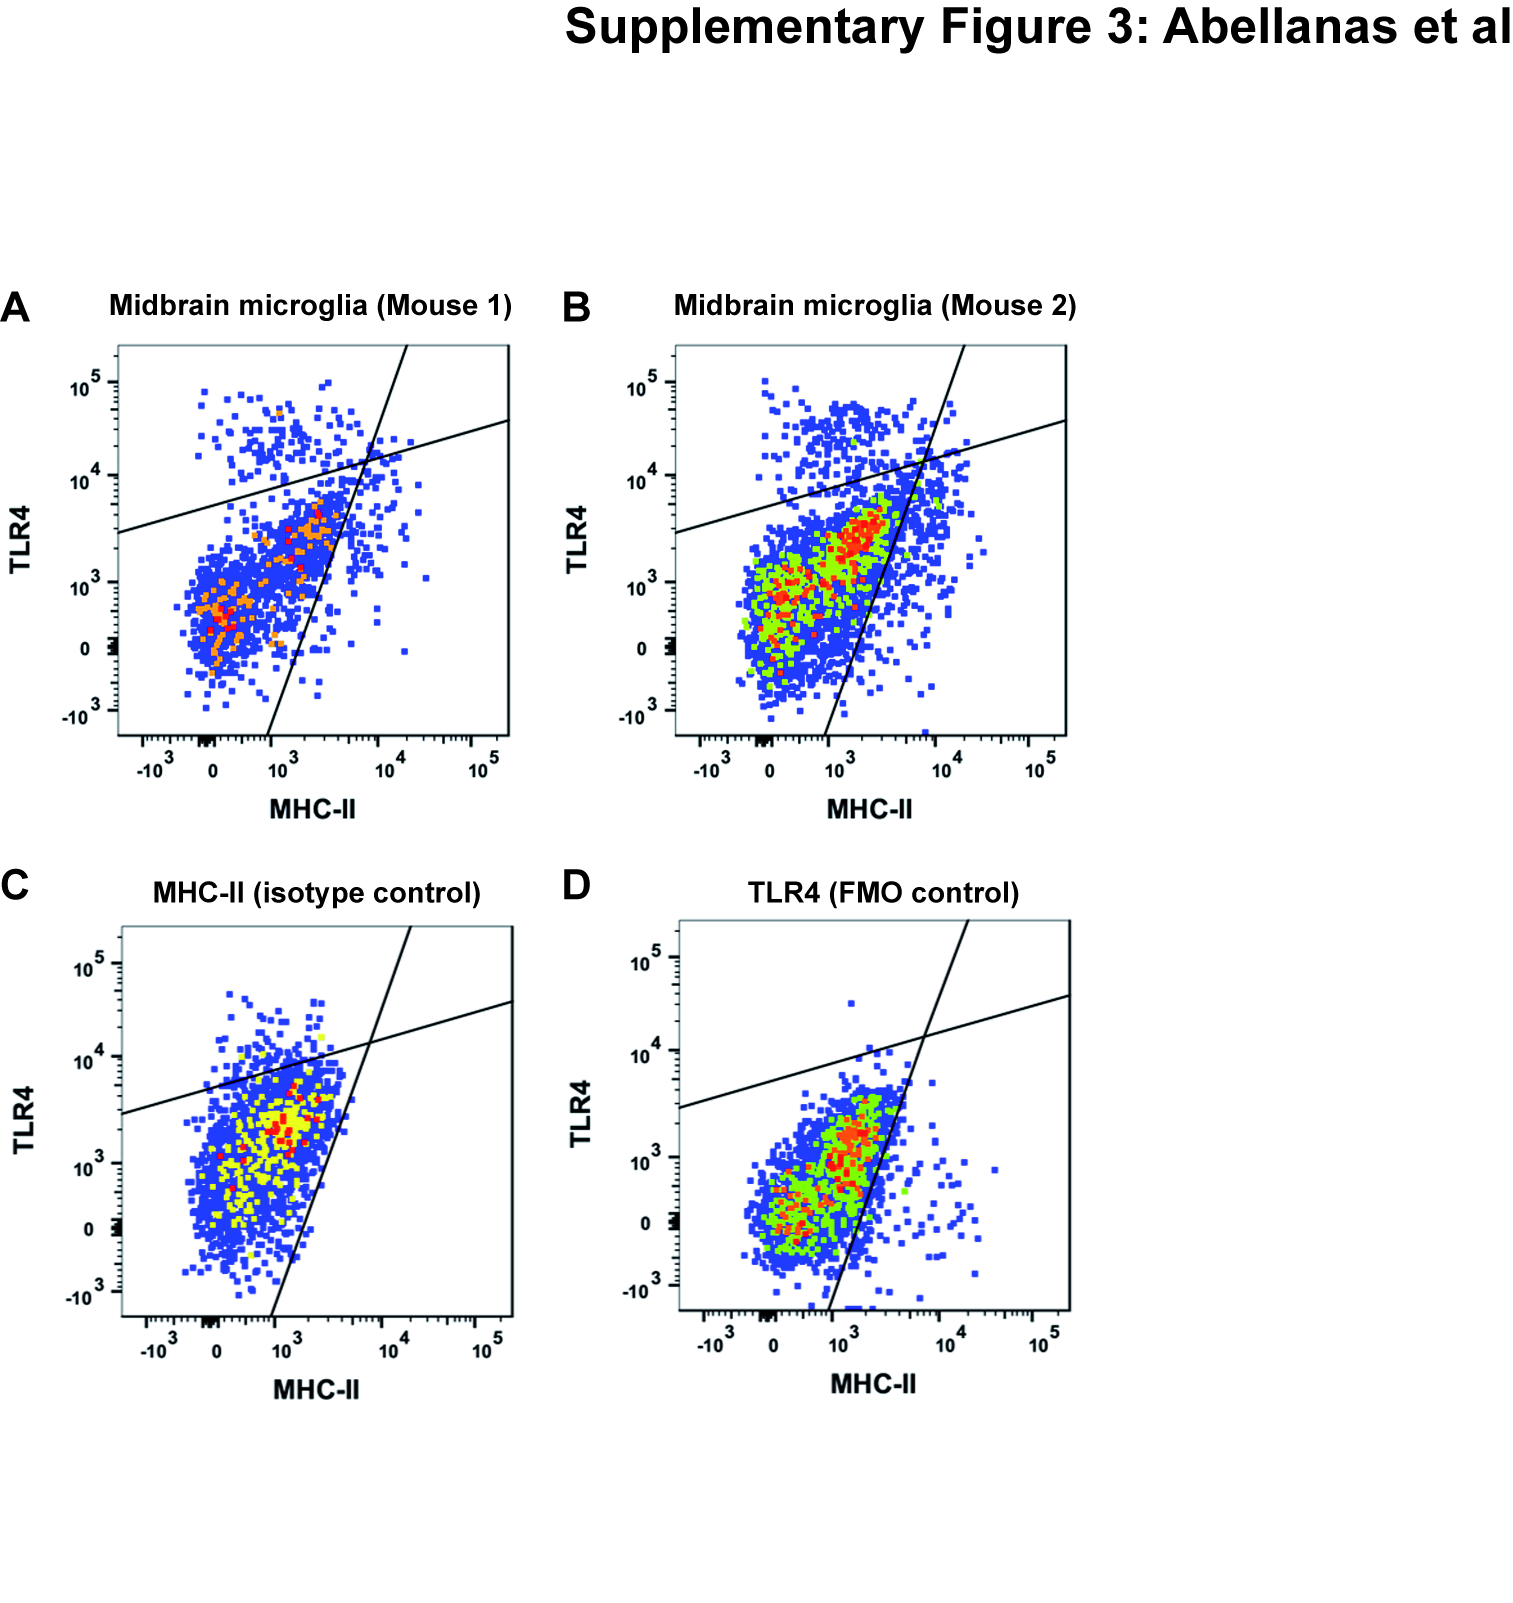

**Supplementary Figure 3:** Unique and non-overlapping subpopulations of microglial cells in the midbrain. Gating strategy for MHC-II^+^ and TLR4^+^ microglial cells, (A and B) show representative dot plots of midbrain microglial cells from two control animals, MHC-II^+^/TLR4^+^ cells are almost undetectable. (C) Dot plot of microglial cells incubated with isotype control of MHC-II antibody. (D) Dot plot of microglial cells marked with a FMO mix without anti-TLR4 antibody.

**
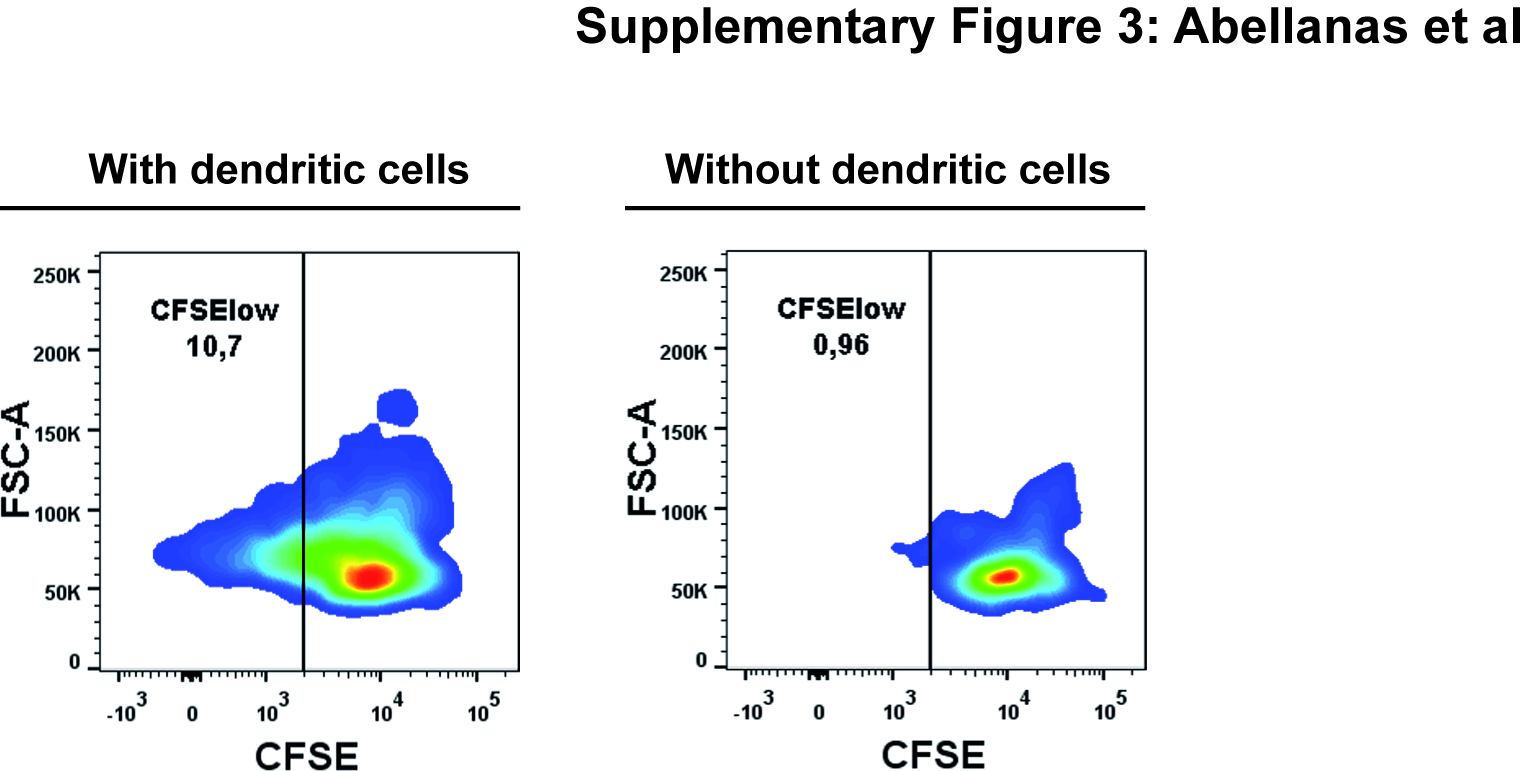
**

**Supplementary Figure 3.** Positive control of CD4^+^ T cell proliferation after presentation of the OVA peptide by CD11c^+^splenocytes. Flow cytometry analysis of CFSE-stained CD4^+^ T cells after 7 days in co-culture with CD11c^+^ dendritic cells obtained from the spleen, or without APCs. Representative density plots selected from one experiment of three: CFSE, carboxyfluorescein succinimidyl ester; FSC, forward scatter.

How the deposited data were processed for this re-analysis (not part of the article)

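The re-analysis covers the RNA sequencing of microglia purified with CD11b beads from the midbrain and the striatum of healthy mice aged 3 months. It uses 10 libraries from 2 independent experiments. The authors aligned the reads to GRCm38 with STAR, counted them per gene with featureCounts 1.6.0 on the Gencode M17 annotation, without strand and without reads assigned to more than a single gene, and deposited the raw read counts of 53715 genes for each library. No normalization had been applied to the deposited counts. The paper's text does not name a use of molecular identifiers, so the counts were treated as read counts. Gene symbols were matched to 53620 of the 53715 gene identifiers, 51464 of them with the version of the identifier and 2156 without it.

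Libraries were assigned to a region and an experiment from their labels and from the paper's legend to Fig. 5, which gives 2 mice for Exp 1 and 3 for Exp 2. The labels of 2 libraries of Exp 2 each name the midbrain in one place and the striatum in another. They were left unassigned, and the values of the libraries were not used to settle their region. Exp 2 was therefore tested with 2 libraries per region in place of 3. Adding both libraries, each in the region of its title or each in the other region, which is that of its other label, was an alternative. Replicate numbers come from the titles. The paper examines both regions of 5 mice, and its text does not say which libraries come from the same mouse, so results are given without the replicate number as a block and with it.

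The counts per assigned library ranged from 575709 to 8463782. The level of 3 counts was used as the floor. A fold against a group whose libraries were all at or under the floor is given as a lower bound, as the mean CPM of the other group over the mean floor of that group's libraries.

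The tests, the normalization and the cutoff within each experiment are those of the paper's methods. Counts were normalized with the TMM factors of edgeR 4.0.16 and fitted with voom, lmFit and eBayes of limma 3.58.1 in R 4.3.3. Genes with fewer than 6 counts in more than 50% of the libraries of a fit, counted over both regions, were left out. The paper's wording of this filter can also be read within each region, and both such readings (kept if either region passes, or only if both do) were tried. Genes with an unadjusted two-sided p under 0.01 were called within each experiment, and the overlap counted genes called in both with the same direction. Log2 fold changes are midbrain over striatum. The joint fit over 8 libraries had the experiment as a covariate and a threshold of 0.05 on the Benjamini-Hochberg adjusted p. The outlier detection named in the paper's methods was not repeated, since its criterion is not given in the text, and no assigned library was removed. Principal components and shares of variance were computed on log2 CPM with a prior count of 2. Gene families and marker lists, defined by gene symbols before the data were examined, were tested with limma's camera (inter-gene correlation of 0.01).

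The genes named in the text are those for proteins named in the paper, the 5 genes called in both experiments whose smaller change of the 2 was largest, and the 3 genes with the largest change in each direction among those with an adjusted p under 0.05 in the joint fit. Genes behind a count of 5 or fewer, members of the gene families and the genes called with a direction other than the paper's were named after their values were seen.

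The procedure was tested on simulated counts drawn from the means and sizes of these libraries, with 200 genes changed. The changed genes were taken from well-counted genes only, so recovery near the floor was not tested. For changes of 4-fold, voom with limma recovered 98 of 100 genes in the design of Exp 1, 98 of 100 in that of Exp 2 and 99 of 100 in the joint fit. Over all 200 changed genes it recovered 166, 137 and 165, so smaller changes were missed more often in the design of Exp 2. Among unchanged genes, it called 1.08% in Exp 1 and 0.82% in Exp 2 at an unadjusted p under 0.01, and 0.1% in the joint fit. Camera called 2 of 200 random lists at a p under 0.05. The simulated counts were drawn independently for each gene, so this does not test the effect of correlation between genes.

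The alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0 with its own size factors, normalization to library size only, no filter, a filter of at least 10 counts in every library, the replicate number as a block, counts thinned at random to the smallest library of the fit, voom with sample quality weights, other thresholds, both placements of the 2 unassigned libraries, leaving out each library in turn and, for camera, an estimated inter-gene correlation and each experiment alone. All of these were chosen before the data were examined. The filters within each region were chosen after seeing the data. The flow cytometry, PCR, histology and T cell experiments of the paper were not analysed here, and neither were its Gene Ontology and pathway analyses.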

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

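The tests of library size on single libraries and on the lists that differed between experiments, the tests of single libraries on the same lists and on the astrocyte markers, and the test of library size on the genes of the joint fit were chosen only after the result was seen.

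RNA of cell-type markers differed between the regions. Of 18 marker lists, 10 had an adjusted p under 0.05 in the joint fit (limma's camera with Benjamini-Hochberg adjustment). The median log2 fold change of midbrain over striatum was 1.56 for brain border macrophages, 1.89 for monocytes, 1.76 for neutrophils, 1.83 for T and NK cells, 0.828 for dendritic cells, 1.14 for fibroblasts and meninges, 0.359 for pericytes and smooth muscle, 0.747 for disease-associated microglia and 0.611 for immediate early and dissociation genes. It was −0.616 for homeostatic microglia, with 14 of 14 genes lower in the midbrain. All 14 monocyte markers, 13 of 14 neutrophil markers and 12 of 13 border macrophage markers were higher in the midbrain. Of the 16 listed T and NK cell markers, 10 could be tested. Cd3e had at most 1 count in each library, and Cd3e, Cd8a, Ctla4 and Foxp3 were too low to be tested. The value of the T and NK list therefore does not show RNA of T cells in particular. The dendritic cell list changed direction when at least 10 counts in every library were required, with a median of −0.036. The pericyte and smooth muscle list kept an adjusted p under 0.05 in only 3 of 8 alternatives. It kept it in 7 of the 8 fits that each left out 1 library, with medians from 0.113 to 0.586. Of the 8 splits of the 8 libraries that part all same-numbered pairs, 2 gave at least 10 lists, and the highest count among the others was 11. With 8 splits the share cannot fall under 0.05, so this test cannot tell the regional differences in these lists apart from a grouping by chance. The other splits keep some same-numbered libraries together. Of all 34 splits that could be fitted, 5 gave at least 10 lists. With the inter-gene correlation estimated from the data, 0 lists had an adjusted p under 0.05 and 7 had an unadjusted p under 0.05.

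A candidate explanation for part of the midbrain-higher genes is RNA from leukocytes and border macrophages in the midbrain samples. Between the 2 midbrain libraries of each experiment, the genes called in both experiments and higher in the midbrain, with the markers themselves left out (128 genes), tracked these markers with a median cosine of 0.752, at percentile 100 of 10000 random lists matched on expression. Co-expressed genes track each other more than random genes do, and only 2 pairs of libraries enter this test, so it cannot separate RNA from other cells from midbrain microglia that express these genes. A response to tissue dissociation was tested in the same way. The genes tracked the immediate early and dissociation markers less than most random lists, at percentile 0.05. With 2 pairs of libraries this does not exclude a dissociation response either, since 12 of the 14 dissociation markers were higher in the midbrain. Their median was 0.611 in the joint fit, but only 0.168 in Exp 1 against 1.014 in Exp 2. For H2-Ab1 the test had little power. Over the 4 pairs of libraries of the same region and experiment, its differences had a cosine of 0.0964 with those of the border macrophage markers. In 3 pairs both differences had the same sign. Between the striatum libraries of Exp 2, H2-Ab1 differed by 1.52 and the markers by −0.0748 (log2 CPM), so in that pair H2-Ab1 did not follow the markers. As 4 pairs cannot give an exact p under 0.125, this test cannot decide whether RNA of border macrophages contributes to the difference in H2-Ab1.

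The lower homeostatic markers may come from dilution by RNA of other cells. Dilution alone would lower all 14 genes by the same amount. Their log2 fold changes differed by no more than their standard errors (Cochran's Q over its degrees of freedom, 0.819), around a weighted mean of −0.559, which corresponds to 67.9% of the striatal level. The paper reports that nearly all purified cells were CD45low and CD11b-positive and very few CD45high, which by number of cells goes against a dilution of this size, while the RNA content per cell was not tested. In both experiments 13 of the 14 were lower, the exception being Gpr34 in Exp 1. Equal changes would also arise from a common regulation of these genes in midbrain microglia, so the 2 explanations cannot be told apart.

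The regional difference itself differed between the experiments in 11 of 28 gene lists (limma's camera on the interaction of region and experiment, Benjamini-Hochberg adjusted p under 0.05). The median of the log2 fold change in Exp 2 minus that in Exp 1 was 0.698 for MHC class II, 1.06 for chemokine ligands, 0.643 for interferon-induced genes, 1.52 for border macrophages, 1.13 for monocytes, 1.28 for neutrophils, 0.709 for endothelial cells, 0.789 for immediate early and dissociation genes, −0.318 for homeostatic microglia, −1.26 for striatal neurons and −1.86 for astrocytes. After all libraries were thinned to the smallest, 6 of the 11 lists kept an adjusted p under 0.05, so library size does not explain those 6, and it remains open for the other 5. In the 8 fits that each left out 1 library, 5 of the 11 lists kept it throughout, so a single library could carry the difference in the other 6. Each experiment is both a cohort and a preparation, and a biological difference between cohorts cannot be told apart from a technical difference between preparations.

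The regional changes were mostly larger in Exp 2. Selection by the cutoff does not explain this, since the 278 genes called higher in the midbrain in Exp 1 and tested in Exp 2, whatever their call there, had a median log2 fold change of 1.28 in Exp 1 and 1.99 in Exp 2, and 196 of them were larger in Exp 2. Library size does not explain it either. With all 8 libraries thinned to the smallest, 203 of these genes were still tested, and the medians were 1.2 and 1.89. No other explanation was tested.

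The astrocyte markers went in opposite directions, with a median log2 fold change of 0.841 in Exp 1 and −0.847 in Exp 2. The difference kept an adjusted p of 0.0026 after thinning to the smallest library, which goes against library size. It was past the threshold in 7 of the 8 fits that each left out 1 library, so it depends in part on a single library. The mean log2 CPM of these markers was 5.97 and 4.22 in the striatum libraries of Exp 1 and 6.75 and 5.16 in those of Exp 2. The spread between striatum replicates thus exceeded the difference between the regions, and unequal carry-over of astrocyte RNA remains a candidate explanation that was not tested further.

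Single libraries lay far from the other 3 of their region for 6 measures among 80 groups, where chance gives about 4. They were replicate 2 of the midbrain in Exp 1 for H2-Eb1 (log2 CPM of 10.5), replicate 3 of the midbrain in Exp 2 for Tlr4 (5.03), replicate 1 of the striatum in Exp 2 for Cd28 (−0.341), replicate 1 of the striatum in Exp 1 for Fpr1 (0.958) and Btla (−0.7), and replicate 2 of the striatum in Exp 1 for Klri2 (−0.881). The values of Cd28, Btla and Klri2 rest on 1 count each and that of Fpr1 on 8. After thinning to the smallest library, 4 of the 6 still lay apart, namely the values of Tlr4, Fpr1, Btla and Klri2. For the last 3, a library with any count among libraries at 0 lies apart by construction, so library size was tested only for Tlr4, H2-Eb1 and Cd28, and it does not account for Tlr4. No biological explanation was tested, and the number is close to what chance gives.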

How the results depend on the processing

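All alternatives were chosen before the data were examined, except the filters within each region, which were chosen after seeing the data. Where a value changed with a setting, the cause was not tested unless a value below shows it.

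The 2 libraries of unsettled region, placed by their titles, left 132 genes called in Exp 2 (34.8% higher in the midbrain, against 82.9% without them), 4 genes in the overlap (Klf2, Klf4, Klf6 and Sdc4) and 0 genes with an adjusted p under 0.05 in the joint fit, where 871 had an unadjusted p under 0.05. H2-Ab1 then had a log2 fold change of 1.11 in Exp 2 and 1.27 in the joint fit, neither past the threshold (adjusted p of 0.884 and 0.771 from limma, with ranges over the 10 alternatives chosen before the data were examined of 3.3e-23 to 0.884 and 8.97e-10 to 0.771), and the correlation of log2 fold changes between experiments fell to 0.047. Placed in the other region, they gave 440 genes in the joint fit (67.3% higher in the midbrain, against 91.9%) and a correlation of 0.462, and H2-Ab1 stayed past the threshold in Exp 2 (3.21, adjusted p = 0.000264) and in the joint fit (2.49, adjusted p = 0.001425). Either placement gave a share of variance between experiments of 23.1%.

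The replicate number as a block gave 988 genes in Exp 2 (71.2% higher in the midbrain) and 308 in the joint fit (81.8%). Same-numbered libraries had a correlation of −0.0254 in Exp 1 and 0.0852 in Exp 2. The overlap under the block was 238 genes, within 1.5 times of 163, and H2-Ab1 in Exp 2 and the joint fit (3.16 and 2.30) stayed past the threshold. Within a single experiment the block leaves little residual freedom per gene, so its p-values there rest mainly on variance pooled over genes.

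Thinned to the smallest library, Exp 2 gave 162 genes (61.7% higher in the midbrain), the overlap 62 and the joint fit 21. Requiring at least 10 counts in every library gave 204 genes in Exp 2, 66 in the overlap, 57 in the joint fit, 4 immune families, 5 marker lists and a share of variance between experiments of 34.9%. Without a filter, 822 genes were called in Exp 1 and 277 in the joint fit. The median log2 fold change of all genes was −0.15 in Exp 2 both without a filter and after thinning, and −0.12 in the joint fit without a filter, so counts in the 2 directions are relative to these shifts. The low-count filter within each region gave 181 genes in the overlap when either region had to pass and 161 when both had to, and 142 and 144 genes in the joint fit, while H2-Ab1 in Exp 1 (1.71 and 1.72) had an adjusted p of 0.0164 and 0.0318. The joint fit also gave 237 genes with edgeR's quasi-likelihood test, 544 with DESeq2 and 412 with sample quality weights. With sample quality weights, 68.2% of the genes called in Exp 1 were higher in the midbrain, against 79.2%.

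The threshold mattered in each experiment. With an adjusted p under 0.05, 1 gene remained in Exp 1, 48 in Exp 2 and 1 in the overlap (Il1b). With an unadjusted p under 0.05 there were 1626, 1431 and 438. A log2 fold change of at least 1 left 261 genes in Exp 1, and an unadjusted p under 0.01 gave 770 in the joint fit (74.3% higher in the midbrain).

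H2-Ab1 in Exp 1 had an adjusted p just above 0.05 and passed under 7 of the 8 alternatives chosen before the data were examined (adjusted p from 4.09e-11 to 0.123 over the 8). Its log2 fold change was 1.71 with DESeq2, 1.74 without TMM, 1.69 without a filter, 1.74 with at least 10 counts, 1.72 with the replicate block, 1.73 after thinning and 1.72 with sample quality weights. Across the fits that each left out 1 library, its log2 fold change was from 1.53 to 1.92 in Exp 1, 2.67 to 4.16 in Exp 2 and 2.09 to 2.56 in the joint fit, where the adjusted p was from 0.00118 to 0.106.

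Across the 8 fits that each left out 1 library, the joint fit gave from 0 to 238 genes. The immune families past the threshold numbered from 5 to 8 and the marker lists from 9 to 13. The median ranged from 1.44 to 1.71 for MHC class II and from 0.498 to 1.70 for chemokine ligands, both past the threshold in all 8 fits. It ranged from 0.152 to 0.297 for MHC class I (past it in 7 of 8) and from 0.085 to 0.360 for interleukins (4 of 8). Without replicate 1 of the midbrain in Exp 1 or replicate 1 of the striatum in Exp 2, 0 genes had an adjusted p under 0.05, and 1375 and 1942 had an unadjusted p under 0.05. With the inter-gene correlation estimated from the data, 2 immune families and 0 marker lists passed, and 3 and 7 had an unadjusted p under 0.05.

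Some directions reversed. Among the genes, none of these was past the threshold in either setting. Tlr4 was 0.0465 with the unsettled libraries placed by title and from −0.341 to 0.0342 over the fits without 1 library. Cd80 was 0.0216 with sample quality weights, 0.0173 by title and from −0.476 to 0.131 without 1 library. Cd86, at −0.00529 in the joint fit, was 0.0331 with at least 10 counts, 0.00037 with the replicate block, 0.0614 after thinning, 0.115 by title and from −0.226 to 0.0701 without 1 library. Ptprc was from −0.027 to 0.446 without 1 library.

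For gene lists the direction is the one that camera gives, which can differ from the sign of the median. With at least 10 counts, camera's direction reversed for chemokine receptors (median of −0.502), interleukins (−0.0576) and dendritic cell markers (−0.0358), which were past the threshold before and not after, and for Toll-like receptors (−0.051, the median having been −0.096 before). The complement genes had a median of −0.0971 in that setting, with camera's direction unchanged and an adjusted p of 0.88. Camera's direction for Toll-like receptors also reversed by title (0.0455) and in Exp 2 alone (0.274), and it reversed in some of the fits without 1 library for them (medians over all 8 fits from −0.207 to 0.0342) and for the TNF superfamilies (−0.0671 to 0.115). For astrocyte markers camera's direction in the joint fit was the striatum, with a median of 0.129. It was the midbrain with the unsettled libraries in the other region (0.264), in Exp 1 alone (0.841, adjusted p = 0.0072) and in 4 of the fits without 1 library (medians over all 8 fits from −0.535 to 0.696). In Exp 2 alone it was the striatum (−0.847, adjusted p = 2.03e-06). Of the 8 fits without 1 library, 2 were past the threshold, in opposite directions. The fit without replicate 1 of the striatum in Exp 2 passed toward the midbrain (0.696, adjusted p = 0.0139 from camera). The other passed toward the striatum (adjusted p = 7.75e-05 from camera).

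For the other named genes, 61 comparisons with an alternative were weaker, 33 stronger and 430 on the same side of the threshold. The same alternatives were applied to Cd86, Tnf, Il10, Itgam, Ptprc and Cd4 only after the joint fit was seen. For single gene lists these numbers were 41, 2 and 318.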

Differences from the paper's values

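The paper's overlap of the 2 experiments is 39 genes, against 163 here. None of the 13 alternatives set before the data were examined came within 1.5 times of the paper's number. The nearest were 62 genes after thinning the counts to the smallest library and 66 with at least 10 counts in every library. With the 2 libraries of unsettled region placed by their titles the overlap was 4, and with an adjusted p under 0.05 it was 1. The low-count filter applied within each region, chosen after seeing the data, gave 181 genes when either region had to pass and 161 when both had to, so this reading of the filter does not account for the gap.

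The paper's count of overlapping genes higher in the midbrain is 39, against 156 here. Thinning the counts to the smallest library gave 54, which is within 1.5 times of the paper's number. The other 12 alternatives did not, and ranged from 1 to 332.

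The genes called in Exp 1 and not in the overlap numbered about 88 in Fig. 5a, read by eye, against 232 here. None of the 13 alternatives came within 1.5 times of it. They ranged from 0 with an adjusted p under 0.05 to 1188 with an unadjusted p under 0.05, and the nearest were 144 with a log2 fold change of at least 1 and 163 with the replicate block.

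The paper states that all overlapping genes are higher in the midbrain. Here 7 of the 163 were higher in the striatum in both experiments, namely Dmrtb1, Upk1b, Kcnk6, Gm45640, Siglech, Gfm2 and Gpr155. Their log2 fold changes lay between −1.95 and −0.71 in Exp 1 and between −3.13 and −0.94 in Exp 2. With the 2 libraries of unsettled region placed by their titles, all 4 overlapping genes were higher in the midbrain, and with an adjusted p under 0.05 so was the only overlapping gene, Il1b. In the other 11 alternatives set before the data were examined, some overlapping genes were higher in the striatum, from 1 of 117 with a log2 fold change of at least 1 to 106 of 438 with an unadjusted p under 0.05. They were 34 of 238 with the replicate block and 26 of 193 with the 2 libraries placed in the other region.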

Other observations

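The test on the labels of the 2 unsettled libraries and that of library size on the genes of the joint fit were chosen only after the result was seen.

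The results of Exp 2 depend on 2 libraries whose labels name both regions. A score was computed for each library of Exp 2 as the mean log2 CPM of the genes called higher in the midbrain in Exp 1 minus that of the 79 genes called lower there. It was 0.626 and −0.507 in the assigned midbrain libraries and −1.93 and −3.06 in the assigned striatum libraries. The library titled midbrain scored −2.78 and the library titled striatum −0.195, a difference of −2.58. H2-Ab1 had 107 CPM in the former and 934 CPM in the latter, which held 1584013 and 5194739 counts. The score may therefore point to titles exchanged between these 2 libraries. The other label of each library names the region to which the score points. The genes of the score were chosen in Exp 1 only, but the region of the 2 libraries was not assigned from it and remains unsettled.

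The number of genes in the joint fit was set against other splits of the 8 libraries into 4 and 4. Among the 8 splits that part all same-numbered pairs, 1 gave at least 149 genes, the real one, and the others gave 0. For the overlap, 1 of the 8 gave at least 163 genes, and the highest of the others gave 6. For the immune families, 1 of the 8 gave at least 8 families, and the highest of the others gave 7. With 8 splits the share cannot fall under 0.05, so this test alone cannot tell these results apart from a grouping by chance, although the counts of genes lay far above those of the other 7. The other splits keep same-numbered libraries of both regions together. Among all 34 splits that could be fitted, 2 gave at least 149 genes and 4 at least 8 families. Besides the real split, 2 splits gave many genes, 165 and 118. The split with 165 set both midbrain libraries and replicate 1 of the striatum from Exp 1 and replicate 1 of the midbrain from Exp 2 against the rest, and the split with 118 had replicate 1 of the striatum from Exp 2 in place of the last.

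Depth and base composition were tested as explanations of the genes found in the joint fit. After thinning, 117 of the 137 genes higher in the midbrain were still tested. Their median log2 fold change was 1.73 against 1.61 before, which goes against library size as the source of these changes. The number of genes with an adjusted p under 0.05 did depend on depth. It was 21 after thinning, 15 of them among the 149 found before. After each library was centred within 20 bins of the GC content of transcript ends, 119 genes had an adjusted p under 0.05 (limma), 117 of them among the 149 found before. With the replicate block, centring gave 318 genes in place of 308. GC content thus does not explain most of these genes.

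Among the genes with an adjusted p under 0.05 in the joint fit, Btla, Gm47567 and Clec4b1 had the largest rise. Clec4b1 had at most 3 counts in the striatum libraries of Exp 2, where it was at least 2.99-fold higher in the midbrain. Those with the largest fall were Dmrtb1 (−2.32 on the log2 scale), Gm37730 (−1.83) and Gm45640 (−1.05), with adjusted p of 0.0313, 0.0499 and 0.0199 from limma. Gm37730 overlaps 8030442B05Rik and Gm45640 overlaps Chd9, so their reads cannot be assigned with certainty. All 3 were lower in the midbrain in both experiments. Leaving out each library in turn, Dmrtb1 and Gm45640 kept an adjusted p under 0.05 in 4 of 8 fits and Gm37730 in 0 of 8, with adjusted p from 0.0516 to 0.175. The 3 rising genes were tested in only 4 of these fits, and Gm47567 and Clec4b1 kept it in 1 of 4 and Btla in 0 of 4, with adjusted p from 0.0567 to 0.177.

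RNA of surface markers that the paper measured by flow cytometry was also counted in these healthy mice. In the joint fit, Cd40 rose by 1.55 on the log2 scale (standard error 0.43, adjusted p = 0.116 from limma), Tlr4 changed by −0.13 (standard error 0.27, adjusted p = 0.864), Cd80 by −0.17 (standard error 0.35, adjusted p = 0.864) and Cd86 by −0.01 (standard error 0.18, adjusted p = 0.993). H2-K1 rose by 0.35 (standard error 0.17, adjusted p = 0.386). In the paper's control mice, surface CD40 was instead lower on midbrain than on striatal microglia. TLR4-positive cells, CD80 and CD86 were higher in the midbrain there, while their RNA did not differ past the threshold here. RNA and surface protein are unlike measures, and the reason for the disagreement was not tested. Il1b rose by 2.33 (standard error 0.30, adjusted p = 0.0137). The paper's PCR of this cytokine compared LPS-treated with control mice in whole tissue, which is another comparison. The interaction of region and experiment for H2-Ab1 was 1.36 on the log2 scale (standard error 0.43, adjusted p = 0.86 from limma), so the larger change in Exp 2 was not past the threshold for this gene.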
